# Murine Lung Responses to Ambient Particulate Matter: Genomic Analysis and Influence on Airway Hyperresponsiveness

**DOI:** 10.1289/ehp.11229

**Published:** 2008-06-20

**Authors:** Ting Wang, Liliana Moreno-Vinasco, Yong Huang, Gabriel D. Lang, Jered D. Linares, Sascha N. Goonewardena, Alayna Grabavoy, Jonathan M. Samet, Alison S. Geyh, Patrick N. Breysse, Yves A. Lussier, Viswanathan Natarajan, Joe G.N. Garcia

**Keywords:** airway hyperresponsiveness, asthma, intelectin, particulate matter, toxicogenomics

## Abstract

**Background:**

Asthma is a complex disease characterized by airway hyperresponsiveness (AHR) and chronic airway inflammation. Epidemiologic studies have demonstrated that exposures to environmental factors such as ambient particulate matter (PM), a major air pollutant, contribute to increased asthma prevalence and exacerbations.

**Objective:**

We investigated pathophysiologic responses to Baltimore, Maryland, ambient PM (median diameter, 1.78 μm) in a murine model of asthma and attempted to identify PM-specific genomic/molecular signatures.

**Methods:**

We exposed ovalbumin (OVA)-sensitized A/J mice intratracheally to PM (20 mg/kg), and assayed both AHR and bronchoalveolar lavage (BAL) on days 1, 4, and 7 after PM exposure. Lung gene expression profiling was analyzed in OVA- and PM-challenged mice.

**Results:**

Consistent with this murine model of asthma, we observed significant increases in airway responsiveness in OVA-treated mice, with PM exposure inducing significant changes in AHR in both naive mice and OVA-induced asthmatic mice. PM evoked eosinophil and neutrophil infiltration into airways, elevated BAL protein content, and stimulated secretion of type 1 T helper (T_H_1) cytokines [interferon-γ, interleukin-6 (IL-6), tumor necrosis factor-α] and T_H_2 cytokines (IL-4, IL-5, eotaxin) into murine airways. Furthermore, PM consistently induced expression of genes involved in innate immune responses, chemotaxis, and complement system pathways.

**Conclusion:**

This study is consistent with emerging epidemiologic evidence and indicates that PM exposure evokes proinflammatory and allergic molecular signatures that may directly contribute to the asthma susceptibility in naive subjects and increased severity in affected asthmatics.

Extensive epidemiologic research confirms the association between increasing cardio-pulmonary morbidity and mortality and short-term exposure to ambient particulate air pollution (Dominici et al. 2003; Samet and Krewski 2007). Although the relative risk estimates are small, public health concerns exist because of the large population under exposure and the existence of high-risk groups, such as the elderly, diabetics, and those with cardiopulmonary diseases (Johnson and Graham 2005). Increase in particulate air pollution levels are associated with increased hospital admissions and emergency department visits for respiratory diseases, such as asthma and chronic obstructive pulmonary disease (COPD) (Brunekreef and Forsberg 2005). Unfortunately, despite significant epidemiologic evidence, experimental studies of animals and human exposure to inhaled concentrated ambient particulate matter (PM) have yet to provide substantial insights into specific mechanisms of the pathophysiologic consequences of exposure to ambient PM (Handzel 2000; Peden 2001).

Preclinical animal models have been used to examine the relationship between exposure to PM and airway pathogenesis and elevated airway hyperresponsiveness (AHR) (Archer et al. 2004; de Haar et al. 2006; Walters et al. 2001) both in naive animals and in animals sensitized by antigen challenge (Fernvik et al. 2002; Steerenberg et al. 2003). However, it remains unclear as to which mechanisms are involved in producing local airway damage and adjuvant activity to antigen challenge. To address potential mechanisms of PM-mediated AHR in both control and at-risk populations, we employed a murine model of AHR and asthma induced by sensitization to ovalbumin (OVA). We exposed naive and OVA-sensitized mice to Baltimore, Maryland, ambient PM, a challenge we previously demonstrated to produce acute airway toxicity (Walters et al. 2001). In addition, we applied genomic strategies to characterize acute PM pulmonary effects in OVA-challenged mice in order to define molecular signatures produced by PM, an approach successfully employed in other inflammatory lung disorders (Girgis et al. 2005; Grigoryev et al. 2004; Ma et al. 2005; Nonas et al. 2007; Simon et al. 2006). We now report that acute ambient PM exposure induces significant changes in AHR, accompanied by eosinophil/neutrophil infiltration and type 1 T helper (T_H_1)/T_H_2 cytokine secretion in both naive mice and OVA-induced asthmatic mice. These studies indicate that the pathophysiologic effects of PM, validated in an OVA-challenged murine model of asthma, may directly contribute to the asthma susceptibility in naive subjects and increased severity in affected asthmatics.

## Materials and Methods

### Baltimore PM generation

The collection and characterization of ambient Baltimore PM used in these studies have been previously described (Walters et al. 2001, 2002). Briefly, PM was collected from a sixth floor window in urban Baltimore using a high-volume cyclone collector (theoretical cut point of 0.85 μm aerodynamic diameter) intermittently operated over a period of months with a flow rate of 0.6 m^3^/min. Collected PM was pooled and refrigerated until use. The count median diameter of PM was 1.78 μm with a geometric standard deviation of 2.21.

### Murine model of asthma

Male A/J mice (8–12 weeks of age; Jackson Laboratories, Bar Harbor, ME) were housed in an environmentally controlled animal facility at the University of Chicago for the duration of the experiments. All animal procedures conformed to the principles for laboratory animal research outlined by the Animal Welfare Act (1966) and the National Institutes of Health guidelines for the experimental use of animals (Institute of Laboratory Animal Resources 1996), as well as the common guideline of the University of Chicago Animal Care and Use Committee. All procedures were designed to treat the animals humanely and with regard for the alleviation of suffering.

Experimental asthma was induced in 8- to 12-week-old A/J mice by OVA sensitization [0.4 mg/kg, intraperitoneally (ip); day –17) and an intratracheal OVA challenge (30 mg/kg, day –3) as previously described (Ewart et al. 2000). PM was delivered 3 days post-OVA challenge (day 0) via intratracheal instillation, as previously described (Walters et al. 2001, 2002) into anesthetized mice (45 mg/kg ketamine and 8 mg/kg xylazine) suspended on a 60° incline board. With the tongue gently extended, a 50-μL aliquot of PM suspended in phosphate-buffered saline (PBS; 20 mg/kg), was placed in the back of the oral cavity and aspirated by the animal. We designed four experimental groups: PBS/PBS (all OVA and PM treatments replaced with PBS), PBS/PM (OVA treatments replaced with PBS), OVA/PBS (PM treatment replaced with PBS), and OVA/PM (received both OVA and PM treatments). AHR was determined after PM exposure of 1, 4, or 7 days and animals were sacrificed for bronchoalveolar lavage (BAL) extraction and tissue harvesting.

### Airway responsiveness measurements

We assessed airway responsiveness to intravenously administered acetylcholine (ACh) as previously described (Moreno et al. 2003). Mice were anesthetized by ip ketamine (150 mg/kg) and acetylpromazine (15 mg/kg). Once surgical anesthesia was established, a tracheotomy was performed and a 19-gauge stainless steel cannula was inserted into the trachea. Animals were then paralyzed with pancuronium bromide (4 mg/kg, ip) and placed on a 37°C heating pad, where the cannula was connected to a computer-controlled ventilator. Ventilation was maintained at a rate of 120 breaths/min and a tidal volume of 9 mL/kg, with the heart rate monitored (PowerLab System, AD Instruments, Colorado Springs, CO) to ensure proper anesthetic depth. ACh (1–10 mg/kg) was injected into the inferior vena cava, and changes in airway pressure were recorded for 5 min, followed by calculation of the relative airway pressure time index (APTI)—the percentage increase of APTI within 5 min—to quantify airway responsiveness induced by ACh in various animal groups (Ewart et al. 1996; Grinnan et al. 2006; Wills-Karp et al. 1998).

### Bronchoalveolar lavage

We performed BAL by flushing the lungs with 1 mL cold Hanks balanced salt solution (HBSS; Invitrogen, Grand Island, NY) through the tracheal cannula, as previously described (Walters et al. 2002). The recovered lavage fluid (~ 0.7 mL) was centrifuged (500 × *g* for 20 min), and the cell pellet was resuspended in 200 μL ice-cold HBSS. Total cells were counted with a hemocytometer. Slides were prepared by cytocentrifugation (Cytospin 3; Shandon Instruments, Pittsburgh, PA) and stained with Diff-Quik (Dade Behring, Düdingen, Switzerland). We determined BAL cell differential counts using morphologic criteria under a light microscope with evaluation of 200 cells/slide. The supernatant from BAL fluid was centrifuged again (15,000 × *g* for 10 min), and the supernatant was stored at –80°C for further protein and cytokine analysis.

### Measurements of BAL proteins and cytokines

We measured protein concentrations in BAL fluid using the RC DC Protein Assay (Bio-Rad, Hercules, CA) according to the manufacturer’s recommendations. We converted optical density readings of samples to milligrams per milliliter using values obtained from a standard curve generated with serial dilutions of bovine serum albumin (0.1–1.5 mg/mL). Interleukin-4 (IL-4), IL-5, eotaxin, interferon-γ (IFN-γ), and tumor necrosis factor-α (TNF-α) were measured in unconcentrated BAL fluid using the BioPlex system as described by de Jager et al. (2003). Optical density readings of samples were converted to relative levels using values obtained from standard curves generated with serial dilutions of each recombinant cytokine.

### Lung histopathology

Murine lungs were excised and immersed in 10% formalin for at least 48 hr. The left lobe was removed and washed with 70% ethanol, dehydrated, and embedded in glycol methacrylate. Sections, cut 5–6 μm thick, were stained with hematoxylin and eosin (H&E); we examined two sections from each sample for evidence of inflammation, injury, and number of mucus-containing cells using Periodic Acid-Schiff (PAS) staining kit (Sigma Chemical Co., St. Louis, MO).

### RNA isolation and transcript analysis

We extracted total RNA from frozen lungs with a combined protocol using TRIzol reagent (Invitrogen, Carlsbad, CA) and the RNeasy kit (Qiagen, Valencia, CA) as previously described (Nonas et al. 2007; Simon et al. 2006). Frozen lungs were mixed with TRIzol reagent and homogenized with a Polyclone tissue homogenizer (Kinematica, Bohemia, NY). We used an RNeasy kit to further clean the total RNA extracted by TRIzol reagent. We routinely performed an on-column DNase I digestion. For each group, we prepared RNA from the lungs of three animals.

We used total RNA (5 μg) to synthesize double-stranded cDNA using the One-Cycle cDNA Synthesis Kit (Affymetrix, Santa Clara, CA). The cDNA served as a template to synthesize biotin-labeled antisense cRNA using an IVT Labeling Kit (Affymetrix). Labeled cRNA was fragmented and hybridized to the Affymetrix Mouse Genome 430 2.0 Array (containing ~ 34,000 genes), as described in the Affymetrix GeneChip protocol. Chips were scanned using a GeneChip Scanner 3000 (Affymetrix).

### Oligonucleotide array analysis

We evaluated chip quality, including RNA degradation, reverse transcription, cRNA synthesis and labeling, hybridization, chip washing, and scanning, uing GCOS, dChip (Li and Hung Wong 2001), and the Bioconductor Affy package (Bolstad et al. 2003). All RNA samples and chips used in this study passed established quality criteria (data not shown). We calculated the intensities of probe sets using the gcrma package of Bioconductor software (R Development Core Team 2005) with GC robust multichip average (GCRMA) normalization (Wu et al. 2004). To identify differentially expressed genes, we conducted two-group comparison using Significance Analysis of Microarrays (SAM) (Chu et al. 2003). We defined “dys-regulated genes” as the differentially expressed genes identified when a normal control group was used in a pairwise comparison. Only the probe sets that were present (determined by Affy P-call) in all three replicates of at least one group in the pairwise comparison were used for data analysis. The gene-filtering parameters and results are summarized in Supplemental Material, Table 1 (http://www.ehponline.org/members/2008/11229/suppl.pdf). For probe sets representing the same Entrez Gene [National Center for Biotechnology Information (NCBI) 2008a] or UniGene accession numbers (NCBI 2008c), we included only the probe set with the lowest false detection rate (FDR) or the highest fold changes in the gene list. The microarray data have been submitted to the NCBI’s Gene Expression Omnibus (GEO) Datasets (NCBI 2008b) (GSE9465).

### Identification of Gene Ontology (GO) categories enriched with dysregulated genes

The functional profiles were represented by the biological processes in the GO database (Gene Ontology Consortium 2006). We compared the number of dysregulated genes in each GO category with that of all genes in the Affymetrix Mouse Genome 430 2.0 Array to determine the significance of the GO category. We performed the analysis using Onto-Express (the Gene Ontology 2008), with the default selection of statistic method (hypergeometric distribution followed by false discovery rate correction). We uploaded the lists of dys-regulated genes into Onto-Express to identify significant GO categories (the FDR-adjusted *p*-value, *q* ≤0.05 with six or more genes).

### Ingenuity pathway analysis (IPA)

We then uploaded the dysregulated genes into Ingenuity Pathways Analysis (IPA) software (Ingenuity Systems Inc. 2008). This Web-delivered application makes use of the Ingenuity Pathways Knowledge Base (IPKB) containing a large amount of individually modeled relationships between gene objects (e.g., genes, mRNAs, and proteins) in order to dynamically generate significant regulatory and signaling networks or pathways. The submitted genes that it maps to the corresponding gene objects in the IPKB are called “focus genes.” The significance of a canonical pathway is controlled by *p*-value, which is calculated using the right-tailed (referring to the overrepresented pathway) Fisher exact test for 2 × 2 contingency tables. This is done by comparing the number of “focus” genes that participate in a given pathway, relative to the total number of occurrences of those genes in all pathways stored in the IPKB. The significance threshold of a canonical pathway is set to 1.3, which is derived by –log_10_ (*p*-value), with *p* ≤0.05.

### Assessment of gene expression synergy in PM- and OVA-challenged mice

We employed a “synergy,” which we defined as the presence of the effects by PM plus OVA that was greater than the effects induced by PM or OVA alone and greater than the sum of those individual effects (Gong et al. 2007). We used a synergistic index,

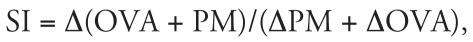

where Δ(OVA + PM) was the difference between levels of PBS/PBS and OVA/PM groups, ΔPM was the difference in levels between PBS/PM and PBS/PBS groups, and ΔOVA was the difference in levels between OVA/PBS and PBS/PBS groups. Synergy in physiologic parameters required the concurrence of three criteria: SI > 1, Δ(OVA + PM) > mean ΔPM (*p* < 0.05), and Δ(OVA + PM) > mean ΔOVA (*p* < 0.05).

### Nonmicroarray-related statistical analyses

Data are presented as group means ± SE. We performed statistical comparisons among treatment groups by randomized-design two-way analysis of variance followed by the Newman-Keuls post hoc test for more than two groups, or by an unpaired Student’s *t*-test for two groups. In all cases, we defined statistical significance as *p* < 0.05.

## Results

### PM-induced AHR in control and asthmatic mice

To assess the contribution of ambient Baltimore PM to murine airway inflammation and asthmatic parameters, we used a well-established murine asthma model and assessed AHR as an indirect parameter of airway bronchoconstriction in response to the endogenous bronchoconstrictor ACh (Levitt and Mitzner 1988). We measured airway pressure changes stimulated by exogenously infused ACh to represent airway responses expressed as APTI, a widely used parameter to quantify AHR (Ewart et al. 1995, 1996; Grinnan et al. 2006). We determined that OVA challenge increased AHR in A/J mice on day 1 (1.9-fold increase) and day 4 (1.7-fold increase). AHR remained elevated on day 7 (1.8-fold increase), but was not statistically significant (Figure 1A). Similarly, PM exposure induced a prominent (4.0-fold) increase in AHR in naive A/J mice (PBS controls) on day 1, which waned over the ensuing week, returning to control levels by day 7. When we evaluated the effect of PM exposure on AHR in OVA-challenged mice with the established asthmatic phenotype, a marked synergy in AHR was maximal on day 4 after PM exposure (4.9-fold increase) (Figure 1A). By day 7, unlike either OVA or PM treatment alone, PM-mediated AHR in OVA-treated mice remained significantly elevated compared with PBS-challenged naive A/J mice (2.1-fold increase).

### PM-induced alveolar protein leakage

We assessed PM-mediated increases in BAL protein level as an indication of epithelial/endothelial barrier dysfunction and vascular leakage, as well as a key parameter of inflammatory lung injury. PM produced significant increases in the level of BAL protein on days 1 and 4 (4.4- and 2.7-fold increase, respectively) in naive A/J mice, with values declining to baseline levels at day 7 after PM exposure (Figure 1B). As expected, OVA challenge induced a mild increase in BAL protein content on days 1 and 4 (1.3- and 1.7-fold increase, respectively). Similar to PM effects in naive mice, PM induced increases in BAL protein in OVA-challenged A/J mice on days 1 and 4 (> 2-fold increase), with the increased BAL protein levels returning to basal concentrations on day 7 after PM challenge (Figure 1B).

### PM-induced inflammatory leukocyte infiltration into airways

PM has been reported to cause inflammatory leukocyte infiltration into airways and alveoli in various animal models (Dick et al. 2003; Kodavanti et al. 1999; Prahalad et al. 1999; Salvi et al. 2000; Walters et al. 2001). We assessed the effect of Baltimore PM on BAL leukocyte counts in both naive and OVA-challenged asthmatic mice (Figure 2A). PM induced a peak increase in total leukocyte count in BAL fluid on day 1 (2.5-fold increase) and remained significantly elevated on day 7. OVA reliably induced an increase in leukocytes on day 1 (1.6-fold increase), and this induction declined back to control levels by day 7. The combination of PM challenge in OVA mice, however, induced strong synergy in leukocyte infiltration into airways, which peaked on day 1 (Figure 2A) but was still highly increased on day 4 and remained elevated even on day 7.

We next analyzed the differential leukocyte types in the extracted BAL. PM induced significant eosinophil (days 1 and 4) and neutrophil (days 1, 4, and 7) infiltration into BAL without any changes in BAL macrophage counts. In contrast, OVA-sensitized mice exhibited increased numbers of macrophages and eosinophils at all three time points (Figure 2), consistent with reported findings (Kung et al. 1994; Nakajima et al. 1992). Combined OVA and Baltimore PM exposure was similar to OVA exposure alone except for a marked eosinophil infiltration into the airways on day 4, which was greater than either exposure alone (Figure 2).

### PM-stimulated T_H_1/T_H_2 cytokine secretion

We next examined the levels of T_H_1 cytokines (IL-6, IFN-γ, TNF-α) and T_H_2 cytokines (IL-4, IL-5, eotaxin) in BAL fluid (Figure 3) after PM and OVA challenge. Levels of IL-4 and IL-5 were not significantly altered by direct PM exposure or OVA challenge. In contrast, marked increases in IL-4 and IL-5 were produced by the combined challenge of OVA and PM, results that were maximal at day 1 after PM treatment (35- and 9-fold, respectively) and remained significantly elevated through day 4 (3.1- and 2.1-fold, respectively). Levels of the eosinophil chemo-attractant eotaxin are known to be increased during eosinophil infiltration and T_H_2 type inflammation (Mattes and Foster 2003; Pease and Williams 2001). Predictably, and consistent with marked eosinophil recruitment, OVA challenge increased eotaxin levels in BAL (days 1 and 4). Despite only a modest effect on BAL eosinophil content, PM increased eotaxin levels in the BAL of naive mice and was markedly synergistic in OVA-challenged asthmatic mice (days 1 and 4). The effects of PM decreased to baseline on day 7 after PM challenge.

Several types of PM are known to stimulate secretion of the proinflammatory cytokines IL-6 and TNF-α (Dick et al. 2003; Walters et al. 2001). We assayed T_H_1 cytokines (IFN-α, IL-6, TNF-α) in BAL fluid and discovered a strong PM-mediated T_H_1-type inflammatory profile with active induction of IL-6 and TNF-α(days 1 and 4) with a minimal effect on IFN except on day 4 (Figure 3D–F). OVA challenge did not affect T_H_1 cytokine secretion at any time point, and we identified no synergism between PM and OVA that elevated these T_H_1 inflammatory cytokines.

### PM-induced histologic alterations

We next confirmed the inflammatory changes observed in lung tissue sections subjected to H&E staining after PM challenge in naive and OVA-challenged mice (Figure 4). We observed inflammatory leukocyte infiltration into vessels, airways, and alveoli after OVA or PM treatment on day 1 after treatment (Figure 4B–D). PM also induced leukocyte infiltration in OVA-challenged asthmatic mice. By day 7 (Figure 4E–H), the amount of infiltrated cells declined in PM-treated mice (Figure 4F,H), consistent with the BAL cellularity analysis (Figure 2A) and cytokine profiles (Figure 3). On day 1, we observed conjugated PM pellets deposited in alveoli, reflecting PM exposure (Figure 4B), but they were gradually eliminated from the lung and became undetectable after 7 days (data not shown). PM also induced mucus secretion into the airways (Figure 5). PM, as well as OVA, activated mucus-producing goblet cells in murine airways day 4 post-challenge. PM exhibited a stronger impact on mucus activation in the OVA-remodeled airways. Although leukocyte infiltration declined 7 days after PM exposure, elevated mucus secretion persisted until day 7 (data not shown).

### Differential lung gene expression by PM or OVA challenge

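Lung RNA of A/J mice was measured on Affymetrix arrays on day 4 in 4 groups of 3 arrays: PBS/PBS (vehicle alone), OVA/PBS (sensitized to and challenged with ovalbumin, the allergen of this asthma model), PBS/PM (naive mice given Baltimore particles) and OVA/PM (both exposures). The paper gives 0.4 mg/kg OVA intraperitoneally on day -17, 30 mg/kg OVA intratracheally on day -3, and PM at 20 mg/kg. The sample descriptions count the OVA doses on days 0 and 14, which is the same interval. They describe 50 µl of a PM suspension of 10 mg/ml, which cannot be set against the dose per kg without body weights. The authors computed the probe set values with GCRMA, which corrects each probe for background, normalizes the arrays together and returns log2 intensities. Of the 45101 values per array, 49.6% to 50.4% lay at or above the median of all values, and the number of arrays limits the precision. From these values, pairs of groups were compared with limma, and p-values were adjusted by the Benjamini-Hochberg method over the probe sets kept. A probe set was kept where all 3 arrays of at least 1 of the groups compared reached 4.93, the median of all values, since the detection calls that the paper filtered on were not used here. Where all 3 arrays of a group lay under that level, the fold is given against the level, as "at least". In OVA/PM replicate 3 the spiked hybridization controls BioB and BioC read 6.65 and 7.56, against at most 4.68 and 3.95 in the other arrays. The group names carry a doubt. Of the 28 fold changes that Table 2 gives for PM and OVA, 28 equal at the printed digit the ratio of linear means of these arrays with the names OVA and PM exchanged, and 4 equal it as labelled. Among the paper's other measures, IL-6 and TNF-α proteins and neutrophils rose in lavage fluid with PM, and macrophages rose there with OVA and not with PM. The transcript of Il6 was 7.71 ± 1.93 (log2, SD, n = 3) in the arrays labelled OVA and 5.18 ± 1.24 in those labelled PM, with arrays that overlap, and that of Tnf lay under the filter level in all 3 arrays labelled PM. Proteins and cells of lavage fluid do not settle the names of lung arrays, so the labels were kept, the groups are called the arrays labelled OVA and labelled PM, and every direction drawn for either of them rests on its label.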

We next used the Affymetrix platform (Mouse Genome 430 2.0 Array) to profile changes in gene expression after the intratracheal installation of Baltimore PM in naive and OVA-challenged mice. PM had a strong impact on the global expression of lung genes, with > 1,200 genes differentially regulated by PM (*p* < 0.05) on day 4 after exposure. 

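Genes known from allergic airways were among those that rose in the arrays labelled PM. Chil4, a chitinase-like protein of allergic lungs, went from 3.08 ± 0.15 (log2, SD, n = 3) in PBS/PBS to 11.16 ± 1.29, at least 75.2-fold higher (log2 fold change 8.08, SE 0.61, adjusted p = 0.0258 from limma). Rnase2a, which encodes an eosinophil-associated ribonuclease, was at least 19.1-fold higher (log2 fold change 6.42, SE 0.59, adjusted p = 0.0404 from limma). The monocyte chemokine Ccl12, the tight junction gene Cldn22 and the lymphocyte receptor gene Klrg1 were at least 1.65-fold, 2.58-fold and 2.59-fold higher (log2 fold changes 2.86, 2.59 and 1.68, adjusted p = 0.034, 0.0188 and 0.05 from limma). Of 22246 probe sets tested, 1810 in 1221 genes had an unadjusted p under 0.05, and 16 passed at an adjusted p under 0.05, 12 higher and 4 lower. The 4 lower ones, named after their values were seen, were Pde8a, a phosphodiesterase gene, and 3 probe sets with no symbol. Leaving out 1 array gave 3 to 7 probe sets, the fewest without PBS/PM replicate 2, and 11 without PBS/PM replicate 3. Those 11 were all higher. The balance of directions depended on the test: SAM, which the paper's methods name, called 21 higher and 18 lower over all arrays. Of the 10 named genes that passed by limma, 7 lost the call at least once, and Clca1, Itln1 and Retnla did not. Chil4 lost it without 4 of the 6 arrays, Rnase2a, Ccl12 and Cldn22 without 5, and Klrg1 without any of the 6.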

With extremely stringent conditions (FDR < 0.3% and fold change > 3-fold), 436 genes survived filtering and were identified as significantly dysregulated by PM exposure (375 genes up-regulated and 61 genes down-regulated). In contrast, OVA challenge had less impact on lung gene expression than did PM at day 4 after exposure. 

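At an adjusted p under 0.003 and more than 3-fold, 3 genes passed in the arrays labelled PM, all higher than in PBS/PBS. Clca1 (named Clca3 in the paper), a secreted goblet cell protein tied to mucus production, went from 2.39 ± 0.01 (log2, SD, n = 3) to 14.29 ± 0.51, at least 656-fold higher (log2 fold change 11.90, SE 0.25, adjusted p = 6.57e-05 from limma). Retnla, a resistin-like protein of alternatively activated macrophages and airway epithelium, rose 16.2-fold (SD 1.63), with a log2 fold change of 4.01 (SE 0.11, adjusted p = 0.000163 from limma). The third gene was Itln1 (Itlna). No gene was lower at these thresholds by limma or by SAM, the test named in the methods, here in a version with all 20 relabelings of the 6 arrays, by which 10 genes passed. For the arrays labelled OVA, the same thresholds gave 8 genes by limma, all higher, and, in a run chosen after the data were seen, 289 by SAM, 265 higher and 24 lower. Leaving out 1 array left 1 gene in the arrays labelled PM without PBS/PBS replicate 1, PBS/PBS replicate 3, PBS/PM replicate 1 or PBS/PM replicate 2, and 2 to 3 without the others.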

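Genes of a neutrophil chemokine, an acute phase protein and macrophage enzymes were among those that rose in the arrays labelled OVA. Cxcl3, a chemokine that draws neutrophils, was at least 98.1-fold higher than in PBS/PBS (log2 fold change 8.06, SE 0.52, n = 3 per group, adjusted p = 0.00377 from limma). Saa3, an acute phase protein of the lung, rose from 6.97 ± 0.41 (log2, SD) to 13.99 ± 1.38 (adjusted p = 0.00743 from limma). Mmp12, the elastase of macrophages, rose from 6.18 ± 0.25 to 12.82 ± 0.11, a 98.9-fold change (SD 7.64, adjusted p = 0.000108 from limma). Acod1, an enzyme of activated macrophages, was at least 30.1-fold higher, with a log2 fold change of 7.36 (SE 1.15, adjusted p = 0.0165 from limma). Ces1g, a carboxylesterase gene, fell by 3.31 on the log2 scale (SE 0.57, adjusted p = 0.0198 from limma). Of 22498 probe sets, 4326 passed, 1953 higher and 2373 lower, and 5193 genes had an unadjusted p under 0.05. Without PBS/PBS replicate 1, 2 or 3 the count was 1291, 636 and 2579. Without OVA/PBS replicate 1, 2 or 3 it was 982, 5284 and 407. The lean toward lower levels does not hold throughout: limma called 1244 higher and 1188 lower with no filter. Without PBS/PBS replicate 2 it called 373 higher and 263 lower. By SAM the lean stayed, with 4717 higher and 6319 lower. The call of Acod1 was lost without 3 of the 6 arrays and that of Ces1g without 4 (highest adjusted p = 0.0721 and 0.0809 from limma, without OVA/PBS replicate 3). The arrays labelled OVA and labelled PM were not tested against each other.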

Only 37 genes (21 genes up-regulated and 16 genes down-regulated) were differentially regulated by OVA sensitization even when less stringent criteria (FDR < 5% and fold change > 2-fold) were applied. 

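At an adjusted p under 0.05 and more than 2-fold, 720 genes passed in the arrays labelled OVA, 549 higher and 171 lower than in PBS/PBS, and 11 genes passed in the arrays labelled PM, all higher. Among those of the arrays labelled OVA were the chemokines Cxcl2, Cxcl9 and Cxcl10, with log2 fold changes of 6.97, 6.80 and 6.14 (n = 3 per group, adjusted p = 0.012, 0.0113 and 0.0201 from limma). Cxcl9 and Cxcl10, which are induced by interferons and draw activated T cells, were at least 28.9-fold and 49.3-fold higher. Clec4e, a receptor of activated macrophages, rose by 6.44 (SE 1.16, adjusted p = 0.0214 from limma), and Gp2, a gene of antigen-sampling epithelial cells, was at least 9.74-fold higher (adjusted p = 0.00571 from limma). Among the falls were Fabp1 and Acaa1b, which act in lipid handling. Their log2 fold changes were -2.11 (SE 0.42) and -1.90 (SE 0.32), with adjusted p = 0.0263 and 0.0189 from limma. Lrtm2 and Gria1 fell as well, calls lost without 5 and 2 of the 6 arrays (highest adjusted p = 0.1 and 0.0596 from limma). Genes of lipid handling were not tested as a list. Without PBS/PBS replicate 1, 2 or 3, 419, 282 and 749 genes passed in the arrays labelled OVA, and without OVA/PBS replicate 1, 2 or 3, 332, 1026 and 190. The calls of Cxcl2 and Cxcl9 were lost without OVA/PBS replicate 3 (adjusted p = 0.0579 and 0.0532 from limma), and those of Cxcl10, Clec4e, Acaa1b and Fabp1 each without 4 of the 6 arrays (highest adjusted p = 0.0822, 0.0851, 0.0786 and 0.0796 from limma).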

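In OVA/PM mice the largest rises included Clca1 and Chil4, which also rose in the arrays labelled PM, and chemokine and macrophage genes that also rose in those labelled OVA. Clca1 was at least 830-fold higher than in PBS/PBS (log2 fold change 12.24, SE 0.09, n = 3 per group, adjusted p = 7.15e-08 from limma), and Chil4 at least 75.5-fold (log2 fold change 8.09, SE 0.13, adjusted p = 3.84e-06 from limma). Cxcl3 was at least 106-fold higher and Mmp12 173-fold higher (SD 10.9), each with adjusted p = 4.23e-06 from limma. Rnase2a was at least 32.9-fold higher (log2 fold change 7.21), and Acod1 and Saa3 had log2 fold changes of 7.97 (at least 46.0-fold) and 7.08 (adjusted p = 4.23e-06, 1.54e-05 and 8.78e-05 from limma). Of 22538 probe sets, 4899 passed, 2449 higher and 2450 lower, and 276 genes passed at an adjusted p under 0.003 and more than 3-fold, 253 higher and 23 lower. The combined exposure differed from the arrays labelled OVA in 29 probe sets, 28 higher and 1 lower, and from those labelled PM in 2894, 1600 higher and 1294 lower. The lean of the first toward higher levels does not hold throughout: SAM called 56 higher and 35 lower, and without OVA/PBS replicate 1 limma called 26 higher and 37 lower. Nor does that of the second: SAM called 2722 higher and 2833 lower. With a filter at the 75th percentile limma called 1262 higher and 1413 lower, while every fit without 1 array kept the lean. Without 1 array, 2188 (without PBS/PBS replicate 2) to 4491 probe sets and 58 (without OVA/PM replicate 3) to 204 genes passed against PBS/PBS, and 9 to 63 probe sets against the arrays labelled OVA. The largest falls were genes of striated muscle, led by Tnnt3 and Myot with log2 fold changes of -4.78 (SE 1.34) and -4.74 (SE 0.99; adjusted p = 0.0495 and 0.0212 from limma), calls lost without 4 and 2 of the 6 arrays. Myot lay under the filter level in all 3 OVA/PM arrays, at least 7.17-fold lower. Their levels varied together within groups, and the mean of the muscle list was 9.41, 10.74 and 10.40 in the OVA/PM arrays. It was 11.28 to 11.45 in PBS/PBS, 11.01 to 11.78 in the arrays labelled PM and 10.42 to 12.07 in those labelled OVA.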

The combination of PM and OVA treatment exhibited synergistic effects on lung gene expression, with a total of 591 genes identified as differentially regulated [492 genes up-regulated and 99 genes down-regulated (FDR < 0.3% and fold change > 3-fold)].

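Among the gene lists that stood apart in the arrays labelled PM were those of mucus-producing epithelium, alternatively activated macrophages and natural killer cells. Of 12 goblet cell and mucus genes tested, 4 rose and none fell (11 rose when adjusted over the list alone), with a median log2 fold change of 2.49 (adjusted p = 1.01e-26 from camera). Of 8 genes of alternatively activated macrophages, which type 2 cytokines induce, 3 rose (5 when adjusted over the list alone; median 1.29, adjusted p = 5e-09 from camera). Natural killer cell genes had a median of 0.89 (1 of 10 rose; 6 when adjusted over the list alone; adjusted p = 2.57e-09 from camera). Neutrophil genes had a median of -1.36 (none of 11 passed, adjusted p = 1.79e-05 from camera). Their mean level varied within PBS/PBS (6.33, 7.15 and 8.59) and was 6.04 to 6.60 in the arrays labelled PM, so that the groups overlap. None of 12 mitosis genes passed, and their median of 0.17 did not stand apart (adjusted p = 0.926 from camera). Camera, a limma test, took a preset correlation of 0.01 between genes and called 15 of 41 lists, 8 up and 7 down. None holds with an estimated correlation (the lowest adjusted p is 0.244). Without 1 array, 8 (without PBS/PBS replicate 1) to 23 lists (without PBS/PM replicate 2) were called.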

The PM-regulated genes were related to 22 biological processes, including innate immune response, chemotaxis, cell-surface receptor–linked signal transduction, inflammatory response, defense response, cell cycle, nervous system development, and DNA-dependent regulation of transcription (Table 1). 

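Fitted changes of more than 25-fold at an adjusted p under 0.003 were found for 2 genes in the arrays labelled PM, Clca1 and Itln1, which are products of mucus-secreting airway cells, and both stay above 25-fold when measured against the filter level. In the arrays labelled OVA, Mmp12, Clca1 and Itln1 were the 3 genes found, and Mmp12 and Itln1 the 2 that stay above it. There Clca1 reached 8.37 ± 0.30 (log2, SD, n = 3), at least 10.8-fold higher than in PBS/PBS (log2 fold change 5.98, SE 0.15, adjusted p = 0.000115 from limma). With SAM in place of limma, a combination chosen after the data were seen, 20 genes had such fitted changes in the arrays labelled OVA. By limma 31 genes had them in OVA/PM, and 20 of these stay above 25-fold against the filter level. Cxcl9 does, at least 40.7-fold higher (adjusted p = 0.000593 from limma), and Gp2, at least 14.3-fold higher (adjusted p = 0.000195 from limma), does not.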

Of the 436 PM-regulated genes, we defined 25 genes as the most differentially regulated (fold change > 25-fold; Supplemental Material Table 1 available online at http://www.ehponline.org/members/2008/11229/suppl.pdf). Interestingly, 17 of these 25 genes were closely linked with asthma/airway inflammation, immune responses, chemokine/ cytokine, inflammation, and epithelial cell proliferation (Supplemental Material, Table 2 available online at http://www.ehponline.org/members/2008/11229/suppl.pdf). These data indicate that PM produces profound lung inflammation in a manner that contributes to asthma phenotypes, such as inflammatory leukocytes maturation, cytokine secretion, and airway remodeling.

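Chemokines and acute phase genes, which recruit leukocytes and defend the airway surface, were tested in each group against PBS/PBS. Of 26 genes for chemokines and their receptors tested in the arrays labelled OVA, 12 rose (16 when adjusted over the list alone; median log2 fold change 1.26, adjusted p = 2.27e-06 from camera with the preset correlation, adjusted p = 0.389 with an estimated correlation). In OVA/PM, 20 of 30 rose and 2 fell (24 and 2 when adjusted over the list alone; median 1.94, adjusted p = 7.81e-10 from camera, adjusted p = 0.24 with an estimated correlation). Of 20 tested in the arrays labelled PM, 1 rose (3 higher and 1 lower when adjusted over the list alone), and the median of 0.17 did not stand apart (adjusted p = 0.303 from camera). Acute phase and antimicrobial genes had medians of 1.29 in the arrays labelled OVA, where 9 of 17 rose (11 when adjusted over the list alone; adjusted p = 4.37e-05 from camera, adjusted p = 0.389 with an estimated correlation), and 0.14 in those labelled PM, where none passed and 3 rose when adjusted over the list alone (adjusted p = 0.863 from camera). Reg3g, an antibacterial lectin of airway epithelium, rose in the arrays labelled OVA (log2 fold change 2.66, SE 0.41, n = 3 per group, adjusted p = 0.0161 from limma). Its call was lost without 2 of the 6 arrays.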

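Monocyte, macrophage and T cell genes, which follow the cells present in the tissue as well as their activity, were among those that rose in the arrays labelled OVA. Of 18 monocyte and macrophage genes, 11 rose in the arrays labelled OVA (13 when adjusted over the list alone), with a median log2 fold change of 1.60 (adjusted p = 1.08e-07 from camera, adjusted p = 0.386 with an estimated correlation). Among T cell genes 12 of 17 rose (median 1.38, adjusted p = 2.5e-07 from camera, adjusted p = 0.389 with an estimated correlation). Ms4a7, a macrophage gene, rose by 3.74 on the log2 scale (SE 0.34, n = 3 per group, adjusted p = 0.00691 from limma). None of 17 monocyte and macrophage genes and none of 12 T cell genes passed in the arrays labelled PM, before or after adjustment over the list alone, and their medians were 0.31 and 0.29 (adjusted p = 0.162 and 0.0799 from camera). Genes of extracellular matrix had a median of 0.51 in the arrays labelled OVA, where 7 of 20 rose (11 when adjusted over the list alone; adjusted p = 0.00264 from camera, adjusted p = 0.389 with an estimated correlation), and of -0.07 in those labelled PM, where none of 19 passed (adjusted p = 0.0123 from camera, adjusted p = 0.678 with an estimated correlation). The paper starts from the genes it calls for PM, places most of the largest changes among genes of asthma, immune responses and chemokines, and concludes that PM produces lung inflammation that contributes to asthma phenotypes such as leukocyte maturation, cytokine secretion and airway remodeling.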

IPA analyzes the pathways generated by differentially expressed genes in a pairwise fashion compared with either lung gene dysregulation with PM or the combined PM and OVA challenge (Figure 6). Similar to GO analysis, cell cycle, inflammatory response (interleukin signaling, IFN signaling), and cell-surface receptor (B-cell receptor, T-cell receptor, and Toll-like receptor) pathways were among the most distinctly regulated pathways. Most of these signaling pathways are closely related to asthma development. For example, the genes in the complement system were significantly regulated by PM in both the control (PM group) and the asthma animals (PM and OVA group). These genes are implicated in the development of asthmatic phenotypes (Wills-Karp 2007).

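Cell division and interferon genes rose together in the arrays labelled OVA and in OVA/PM. All 30 mitosis genes tested rose in the arrays labelled OVA (median log2 fold change 3.21, adjusted p = 2.99e-21 from camera, adjusted p = 0.386 with an estimated correlation), and all 31 rose in OVA/PM (median 3.28, adjusted p = 1.03e-25 from camera, adjusted p = 0.104 with an estimated correlation). Top2a, the topoisomerase of dividing cells, rose by 3.51 (SE 0.18, n = 3 per group, adjusted p = 0.00228 from limma) in the arrays labelled OVA, and Mki67, a marker of cycling cells, by 2.89 (SE 0.16, adjusted p = 0.00351 from limma). Interferon response genes had a median of 2.15 in the arrays labelled OVA, where 26 of 30 rose (adjusted p = 4.18e-12 from camera, adjusted p = 0.389 with an estimated correlation), and of 0.44 in those labelled PM, where none of 25 passed (adjusted p = 1.07e-06 from camera, adjusted p = 0.678 with an estimated correlation). Of 27 Toll-like receptor and NF-kB genes, 7 rose in the arrays labelled OVA (16 when adjusted over the list alone) and 15 in OVA/PM, Tlr7 and Tlr2 among them (log2 fold changes 2.19 and 2.18 in the arrays labelled OVA, adjusted p = 0.0156 and 0.0223 from limma, calls lost without 3 and 4 of the 6 arrays). Genes of interleukin-6 and interleukin-10 signaling went both ways in the arrays labelled OVA, with 4 higher and 2 lower of 20. B cell and plasma cell genes rose in 9 of 17 cases in OVA/PM (median 1.19, adjusted p = 5.28e-05 from camera, adjusted p = 0.357 with an estimated correlation).

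**Figure D1:**
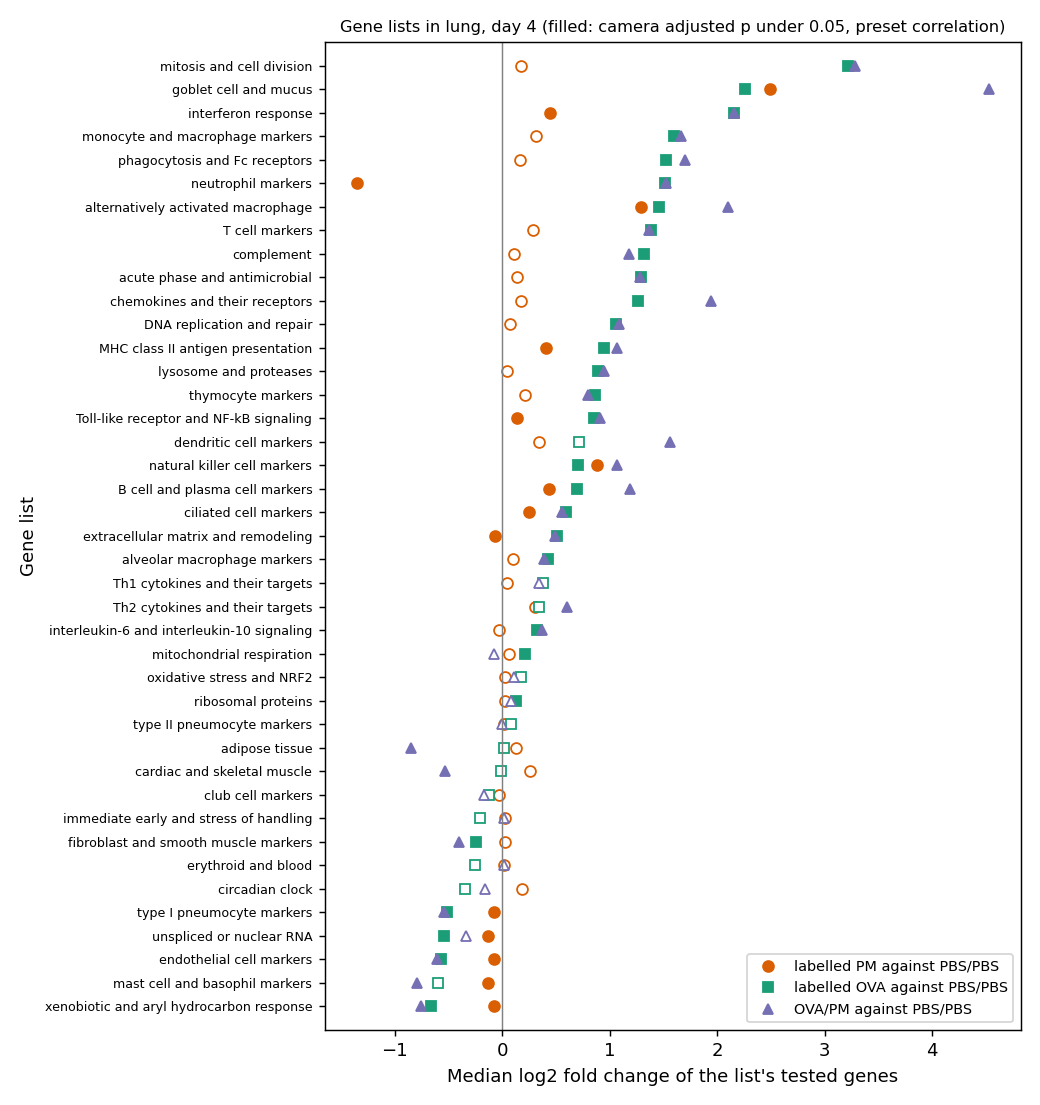
Median log2 fold change against PBS/PBS (horizontal axis) of the 41 gene lists tested (vertical axis) in the arrays labelled PM, the arrays labelled OVA and OVA/PM, with 3 arrays per group. Filled points have an adjusted p under 0.05 from camera with the preset correlation. Mitosis and interferon genes lie far to the right in the arrays labelled OVA and in OVA/PM, and goblet cell genes in all 3 comparisons.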

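Complement genes, part of innate defense and of the clearance of particles, were tested as a list of 18 in each comparison. None passed in the arrays labelled PM, before or after adjustment over the list alone, and the median log2 fold change of 0.11 did not stand apart from that of other genes (n = 3 per group, adjusted p = 0.617 from camera). Of the 18, 12 rose in the arrays labelled OVA and none fell (13 when adjusted over the list alone), with a median of 1.31 (adjusted p = 1.86e-06 from camera, adjusted p = 0.386 with an estimated correlation). In OVA/PM 12 rose and none fell (14 when adjusted over the list alone), with a median of 1.18 (adjusted p = 7.3e-07 from camera, adjusted p = 0.24 with an estimated correlation). Between OVA/PM and the arrays labelled OVA the median was -0.08 (adjusted p = 0.721 from camera). C3, which the paper names, has no single symbol in the annotation used and is not among the 18. Hc, which encodes complement component C5, did not pass in either treated group or in OVA/PM, with log2 fold changes of -0.05, -0.06 and 0.50 (SE 0.32, 0.26 and 0.26; adjusted p = 0.978, 0.884 and 0.212 from limma). Its sign changed in the arrays labelled PM without PBS/PBS replicate 3 or PBS/PM replicate 1 (0.25 and 0.20), and in those labelled OVA without PBS/PBS replicate 3 or OVA/PBS replicate 3 (0.24 and 0.01).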

### Regulation of asthmatic genes by PM

The expression profiles of the most differentially regulated asthma genes (by OVA) across all samples were next displayed in dChip (Figure 7). Most of the OVA-regulated genes were consistent with previously reported data (Izuhara and Saito 2006; Kuperman et al. 2005). 

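Across 23110 probe sets, chosen for their level alone and not by group, 9 of 12 arrays had an array of their own group as nearest neighbor by Pearson correlation. OVA/PBS replicate 1 and OVA/PM replicate 2 were nearest to each other (r = 0.986), and PBS/PM replicate 1 was nearest to PBS/PBS replicate 2 (r = 0.986). The mean correlation was 0.979 within the arrays labelled PM and 0.982 within those labelled OVA, and 0.945 between the arrays labelled OVA and PBS/PBS. Other groups were nearly as alike between as within. The arrays labelled PM matched PBS/PBS about as well as PBS/PBS matched itself (0.976). Between the arrays labelled OVA and OVA/PM the mean was 0.972. Levels of Mmp12, a macrophage elastase, kept PBS/PBS and the arrays labelled PM (log2 6.18 and 7.63, SD 0.25 and 0.36, n = 3) apart from those labelled OVA and from OVA/PM (12.82 and 13.63, SD 0.11 and 0.09). Its difference of 1.45 between the arrays labelled PM and PBS/PBS did not pass (adjusted p = 0.156 from limma). The correlations are across genes, which are not independent replicates.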

Hierarchical clustering on individual samples correctly classified replicates into the corresponding experimental group, indicating that the OVA-regulated genes displayed a differential expression profile in each experimental condition (PM, OVA, PM/OVA). 

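Divided into 2 clusters over all 23110 probe sets, the 12 arrays fell into PBS/PBS with the arrays labelled PM, and the arrays labelled OVA with OVA/PM. The same 2 clusters came from the 720 genes that passed in the arrays labelled OVA, among them the macrophage and cell division genes. Over the 11 genes that passed in the arrays labelled PM, and over the 14 probe sets of Table 2, PBS/PBS fell with the arrays labelled OVA, and the arrays labelled PM with OVA/PM. For the 720 and the 11 genes, the distance of PBS/PBS from the exposure they were chosen for follows from the choice. Chil4 and Rnase2a follow the second division. Chil4 was 3.33 ± 0.15 (log2, SD, n = 3) in the arrays labelled OVA and 11.17 ± 0.17 in OVA/PM, and Rnase2a, a ribonuclease of eosinophils, 3.10 ± 0.16 and 9.97 ± 0.25.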

We also divided samples into two further clusters: one with only PBS control samples and the second containing all OVA, PM, and OVA/PM treated samples. We grouped expression levels of genes into two primary clusters: a down-regulated gene cluster and an up-regulated gene cluster (Figure 7). In the cluster of down-regulated genes, PM and OVA challenge and the combined exposure exhibited the same trend of gene down-regulation, whereas in the up-regulated cluster of genes, most genes exhibited an additive or synergistic pattern with both PM and OVA exposures leading to an exacerbation of asthmatic gene expression by PM in OVA-sensitized animals. 

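Genes that rose in both single exposures rose in OVA/PM as well. Ccl12, an attractant of monocytes, was at least 4.82-fold higher in the arrays labelled OVA than in PBS/PBS and at least 5.44-fold higher in OVA/PM (adjusted p = 0.0194 and 0.000287 from limma, n = 3 per group), the first a call lost without 4 of the 6 arrays. Retnla rose by 3.72 (SE 0.18) in the arrays labelled OVA and by 4.41 (SE 0.09) in OVA/PM on the log2 scale (adjusted p = 0.00188 and 7.42e-06 from limma). Bpifb1 (U46068), a secreted protein of upper airway glands, rose by 1.48 in the arrays labelled PM, 1.66 in those labelled OVA and 2.02 in OVA/PM (adjusted p = 0.0404, 0.0105 and 0.00061 from limma), the first a call lost without 5 of the 6 arrays. Fhl1, a gene of muscle read here at the probe set of Table 2, fell by 2.58 in the arrays labelled OVA and by 2.71 in OVA/PM (adjusted p = 0.0139 and 0.000499 from limma), the first a call lost without PBS/PBS replicate 2 (adjusted p = 0.0555 from limma). Its log2 fold change in the arrays labelled PM was -1.57 (adjusted p = 0.0846 from limma). A brighter probe set of Fhl1 fell far less. It read 14.25 to 14.30 in PBS/PBS, 13.68 to 14.03 in the arrays labelled OVA and 13.67 to 13.76 in OVA/PM. In those labelled PM it read 13.97 to 14.29. Of 14 probe sets of Table 2, 10 had higher means than PBS/PBS in all 3 groups.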

Of all OVA regulated genes, 14 of 37 genes were identified in the SAM list of PM dysregulated genes, including *It1na* (interlectin), a typical marker of airway inflammation; *Tff2* (trefoil factor 2), a marker gene for airway mucus generation and asthmatic phenotypes; and *Clca3* (chloride channel 3), a well-recognized marker gene of mucus formation, airway inflammation, and AHR (Nakanishi et al. 2001; Nikolaidis et al. 2006) (Table 2). 

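Clca1, Itln1 and Retnla, products of goblet cells and of allergic airways, were the 3 genes in both lists when the arrays labelled PM were held to an adjusted p under 0.003 and more than 3-fold and those labelled OVA to 0.05 and more than 2-fold. At 0.05 and more than 2-fold on both sides there were 6 genes, with Tff2, Ccl12 and Bpifb1 added. Both comparisons use the same 3 PBS/PBS arrays, which can move both the same way. In 50 simulations of groups without change, none put a gene in both lists. Those groups had 0.04 probe sets called on average, which leaves almost no list to overlap. The count therefore cannot tell how far the shared arrays add to the overlap of the 3 genes. No such count was made for the 6 genes. No gene was lower in both, since none was lower at these thresholds in the arrays labelled PM. The overlap was 1 gene without PBS/PBS replicate 1, PBS/PBS replicate 3, PBS/PM replicate 1 or PBS/PM replicate 2.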

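Intelectin, trefoil factor 2 and the goblet cell protein Clca1 are secreted by mucous cells of the airway. With levels on the linear scale, the synergistic index was 1.50 for Itln1 (SE 0.35, from 3 arrays per group), 1.92 for Tff2 (SE 0.30) and 1.20 for Clca1 (SE 0.27). On the log2 scale the index was 0.66, 0.74 and 0.68. Tff2 was higher in OVA/PM than in the arrays labelled OVA and in those labelled PM (log2 fold changes 2.29 and 1.59, SE 0.17 and 0.23, adjusted p = 0.0113 and 0.00935 from limma). The paper's criteria for synergy, stated for physiologic measures, ask for an index above 1 and both differences at p under 0.05, and its methods name a Newman-Keuls test for more than 2 groups, which was not run here. Itln1 and Clca1 were higher in OVA/PM than in the arrays labelled OVA (3.29 and 6.26, adjusted p = 0.00233 and 4.45e-05 from limma). Against the arrays labelled PM the difference of Itln1 was 0.87 (SE 0.30), which passes unadjusted and not adjusted (limma, unadjusted p = 0.0242, adjusted p = 0.109), and that of Clca1 was 0.34 (SE 0.25) and passes neither way (limma, unadjusted p = 0.218, adjusted p = 0.415). Among all probe sets, 7 met the criteria with adjusted p-values: those of Tff2, Muc5ac, Spdef, Scin, Fer1l6 and Dnmt3a and 1 with no symbol. For 2 of them, Scin and Spdef, a transcription factor of goblet cells, all arrays of the other groups lay under the filter level, so that an index has no meaning. Spdef was at least 1.90-fold higher in OVA/PM than in each single exposure (adjusted p = 0.0015 and 0.0113 from limma). The number meeting the criteria was 22 without PBS/PM replicate 3 and 0 without OVA/PM replicate 3. Over Table 2, 7 of 14 probe sets had an index above 1.

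**Figure D2:**
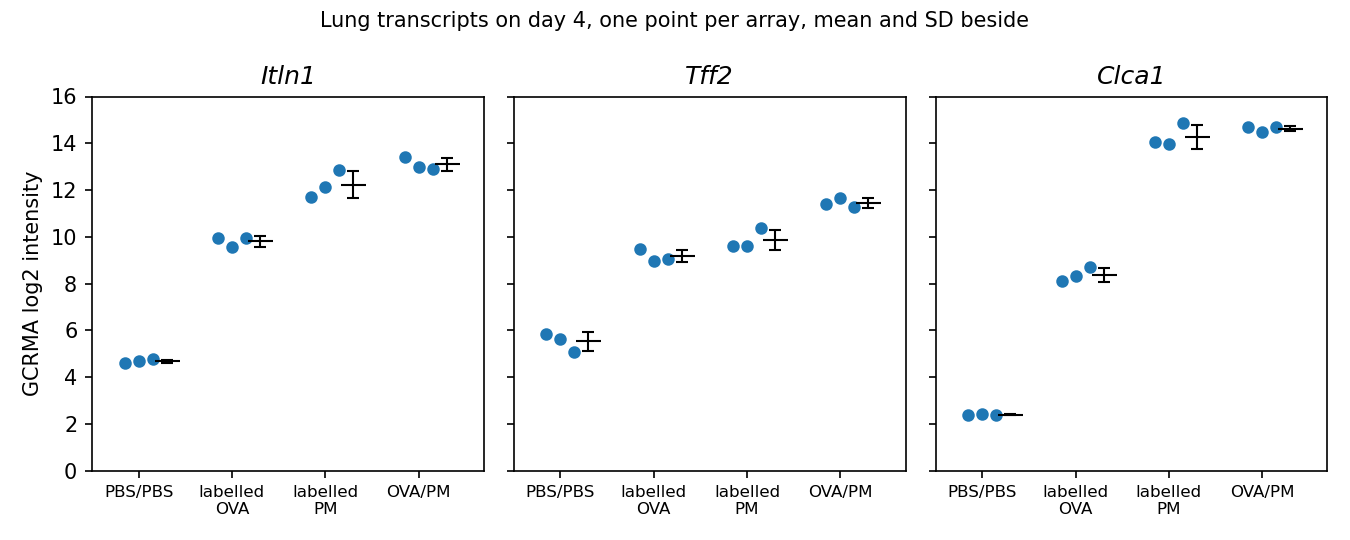
GCRMA log2 intensity (vertical axis) of Itln1, Tff2 and Clca1 in PBS/PBS, the arrays labelled OVA, the arrays labelled PM and OVA/PM. Each point is 1 array, and the mean with its SD over 3 arrays stands beside the points. All 3 genes have their highest mean in OVA/PM, but for Clca1 the highest single array is PBS/PM replicate 3 (14.88). For Tff2 alone of these did both differences from the single exposures pass at an adjusted p under 0.05, while at an unadjusted p those of Itln1 pass too.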

*It1na* (SI > 1.52), *Tff2* (SI > 1.60), and *Clca3* (SI > 1.16) were all up-regulated by PM and OVA synergistically.

## Discussion

Epidemiologic studies have firmly linked increased ambient PM exposure to increased cardiopulmonary morbidity and mortality (Samet and Krewski 2007), including exacerbation of preexisting conditions such as asthma and COPD. Our present results, using ambient PM from Baltimore, confirm and extend previous studies that PM exposure induces asthmalike parameters of AHR and airway inflammation defined by increases in BAL protein, eosinophils, and neutrophils. Current concepts of asthma pathobiology strongly suggest that these factors contribute to asthma symptoms (Walters et al. 2001, 2002) and stimulate secretion of asthma-producing T_H_2 cytokines (IL-5 and eotaxin) into BAL (Walters et al. 2001). To extend prior findings beyond the biological effects of PM in naive mice, we used an established OVA-challenged murine asthma model (Archer et al. 2004; Fernvik et al. 2002; Handzel 2000; Lambert et al. 1999; Walters et al. 2001) and assessed potential synergy between PM exposure and the established asthmatic phenotype at several time points after PM exposure. In addition, we applied extensive biochemical and genomic strategies to mechanistically assess PM-mediated asthma pathobiology. We now report the direct induction of asthma-related parameters by PM and PM-mediated exacerbation of preexisting murine asthma parameters, in association with a definable molecular signature composed of differentially regulated genes relevant to asthma pathogenesis.

Ambient particles are classified for health purposes by aerodynamic diameter, as follows: coarse [< 10 μm (PM_10_)], fine (< 2.5 μm (PM_2.5_)], and ultrafine/nanoparticles [< 0.1 μm (PM_0.1_)]. We used a single Baltimore PM sample with a median diameter of 1.78 μm, which allows adequate upper and lower respiratory tract deposition (Figure 4B,D) when delivered via intratracheal instillation (Walters et al. 2001, 2002). This intratracheal administration mode is not representative of physiologic conditions and represents a high dose rate. This single administered dose is equivalent to an exposure over a period of months. We recognize potential limitations with this approach.

A key finding in the present study is the demonstration that PM not only induces AHR in naive mice but also is synergistic in exacerbating AHR in mice with preexisting enhanced AHR (OVA-sensitized mice 4 days after PM exposure). Because diesel exhaust particles, a major source of Baltimore PM, are recognized as adjuvants during allergen exposure (Nel et al. 1998; Ohta et al. 1999; Porter et al. 2007; Walters et al. 2001), the possibility that ambient PM is generally involved in the increased prevalence of human atopic asthma is highly plausible. We did not directly address the hypothesis that PM contributes to asthma susceptibility; however, our data collected from mice with established increased AHR indicate that PM significantly increases the severity and duration of several features observed during acute asthma exacerbations (Walters et al. 2001). The findings include increased BAL eosinophils and BAL eotaxin and IL-5 generation, suggesting that PM directly affects AHR independently of an effect on allergic sensitization. In addition to increased AHR, we observed that PM exposure induces increases in BAL protein, reflecting increases in vascular and epithelial permeability, a cardinal feature of the inflammatory response likely related to elevated levels of PM-containing reactive oxygen species (Gualtieri et al. 2007; Li et al. 2003) or to PM-mediated recruitment of leukocytes to challenged airways.

Limited information exists concerning the toxicogenomic effects of PM on lung tissue, a viable strategy for the identification of potential molecular biomarkers that may reflect the pulmonary toxicity of PM exposure (Andre et al. 2006; Koike et al. 2004; Kooter et al. 2005; Leikauf et al. 2001; Roberts et al. 2004; Wise et al. 2006). Because asthmalike parameters peaked 3–7 days after PM treatment (Walters et al. 2001), we chose day 4 after PM exposure as the time point to assess the impact of PM on lung tissue genome regulation, a time point of maximal synergy with OVA sensitization. The PM impact on global gene expression was extremely strong, despite extremely stringent conditions, with most of the 436 filtered genes representing biological processes closely associated with asthmatic parameters, such as immune responses, innate immune responses, inflammatory responses, and leukocyte chemotaxis. 

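Antioxidant and NRF2 target genes, which respond to oxidants and metals on particles, were tested as a list. None of 24 passed in the arrays labelled PM, before or after adjustment over the list alone, and the median log2 fold change of 0.03 did not stand apart (n = 3 per group, adjusted p = 0.188 from camera). Among the arrays labelled OVA, 4 of the 24 rose and 2 fell (median 0.17, adjusted p = 0.404 from camera). In OVA/PM 5 of 25 rose and 5 fell (7 and 8 when adjusted over the list alone), with a median of 0.11 (adjusted p = 0.959 from camera). Sod2, the mitochondrial superoxide dismutase that inflammatory cytokines induce, rose by 0.89 in the arrays labelled OVA and by 0.82 in OVA/PM (SE 0.19 and 0.15, adjusted p = 0.031 and 0.0128 from limma). Sod3, the extracellular form, fell by 0.32 and by 0.59 (SE 0.08 and 0.12, adjusted p = 0.0405 and 0.0174 from limma). Gsta3, a glutathione transferase of airway cells, fell by 1.58 in OVA/PM (SE 0.24, adjusted p = 0.00774 from limma). The calls of Sod2 and Sod3 in the arrays labelled OVA were lost without 5 and 6 of the 6 arrays, and in OVA/PM that of Sod3 without 3.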

Although ambient particle-induced oxidative stress may contribute to inflammatory and toxic effects (Li and Nel 2006; MacNee and Donaldson 2003; Xia et al. 2007), we did not identify this gene ontology within the 436 genes in the SAM list.

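Transcripts of the type 2 cytokines themselves lay at the lower end of the array's range in every group. Il4 was 2.03 ± 0.02 (log2, SD, n = 3) in PBS/PBS, 2.04 ± 0.02 in the arrays labelled PM, 2.05 ± 0.02 in those labelled OVA and 2.08 ± 0.06 in OVA/PM. Il5 was 1.98 ± 0.03, 2.00 ± 0.02, 2.01 ± 0.02 and 2.02 ± 0.03, and Il13 lay between 2.81 and 2.90. Ifng, which encodes the type 1 cytokine interferon-γ, read from 2.35 (PBS/PBS replicate 2) to 2.79 (OVA/PBS replicate 3). These levels are under the filter, so a change was not detectable. Ccl11, which encodes eotaxin, the chemokine of eosinophils, rose in OVA/PM from 7.63 ± 0.47 to 10.10 ± 0.47 (log2 fold change 2.48, SE 0.31, adjusted p = 0.00447 from limma). Its changes in the arrays labelled PM (1.78, SE 0.46) and labelled OVA (0.65, SE 0.33) did not pass, nor did its difference of 1.83 (SE 0.32) between OVA/PM and the arrays labelled OVA (adjusted p = 0.411, 0.194 and 0.236 from limma). Of 10 Th2 genes tested in OVA/PM 5 rose, Il33 among them, an epithelial cytokine that drives type 2 responses (log2 fold change 1.74, SE 0.15, adjusted p = 0.00116 from limma). The list's median was 0.60 (adjusted p = 0.0075 from camera, adjusted p = 0.24 with an estimated correlation). It was 0.30 in the arrays labelled PM and 0.34 in those labelled OVA (adjusted p = 0.0539 and 0.231 from camera).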

Our genomic results (confirmed by enzyme-linked immunosorbent assay and reverse-transcriptase polymerase chain reaction approaches) show the previously described propensity for PM to induce a strong pro-inflammatory molecular signature, as well as a strong genomic signature involving activation of biological pathways linked to the development of asthmatic phenotypes, such as the induction of the modulation and secretion of key T_H_2 cytokines (e.g., IL-4, IL-5, eotaxin). Eosinophilic inflammation is a hallmark of asthma, and exposure to Baltimore PM was a potent stimulus for an influx of eosinophils (as well as neutrophils) into the murine lung (Figures 1B, 2, 4) and synergistically induced eosinophil infiltration in asthmatic mice, likely major contributors to the sustained AHR response in PM-stimulated OVA-sensitized mice. IL-4, a cytokine with marked PM-mediated increases in gene and protein expression, regulates allergic inflammation by eosinophil adhesion and recruitment to lung airways, promotes T_H_2 cell differentiation, and direct stimulates airway remodeling (Kips 2001). Both IL-5, a primary cytokine involved in eosinophil differentiation, maturation, and activation (Hogan et al. 1998), and eotaxin, an eosinophil chemotaxin (Conroy and Williams 2001), exhibited markedly up-regulated expression by PM in asthmatic mice. These results provide a viable mechanism for PM contribution to asthma development and propensity for asthmatic exacerbations.

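Of 1162 probe sets that passed at more than 2-fold in the arrays labelled OVA, the antiviral, chemokine and cell division genes among them, 88.9% had the same sign in the arrays labelled PM. For the 758 raised ones this held for 643, and for the 404 lowered ones for 390. The 3 PBS/PBS arrays enter both comparisons. In 50 simulations of groups without change, the share with the same sign was 86.9% on average. Groups without change hold no effect of an exposure, so this share cannot tell how much of the 88.9% comes from the shared arrays. OVA/PM against the arrays labelled PM shares no array with the other comparison. There 96.6% moved the same way, 100% of the raised and 90.3% of the lowered. That comparison measures the exposure labelled OVA again, on top of the other, and does not test the direction in the arrays labelled PM. In the arrays labelled PM, 15 probe sets passed at more than 2-fold, Chil4 and Tff2 among them. Of these, 100% had the same sign in the arrays labelled OVA (93.2% in the simulations). In OVA/PM against the arrays labelled OVA, which measures the exposure labelled PM again, 80% of them did. Mx1, an interferon-induced antiviral gene, belongs to the raised ones: it was at least 14.3-fold higher in the arrays labelled OVA (log2 fold change 5.16, SE 0.79, n = 3 per group, adjusted p = 0.0161 from limma), a call lost without 3 of the 6 arrays (highest adjusted p = 0.07).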

PM-mediated gene expression overlaps significantly with many OVA-driven genes identified in our model of murine asthma with expression in exactly the same direction (often with significant synergy); that is, PM down-regulates all OVA–down-regulated genes and up-regulates all OVA–up-regulated genes (Figure 7). OVA induces 37 differentially expressed genes, with 14 of these genes also listed within the PM-regulated SAM list (Table 2) including the potent asthma bio-markers *Clca3* and *Tff2* (Nikolaidis et al. 2006). *Clca3* encodes a calcium-activated chloride channel found to be critical in mucus overproduction and AHR in asthma (Nakanishi et al. 2001). The T_H_2 cytokines IL-4 and IL-13 induce *Clca3* expression in epithelium in association with goblet cell metaplasia, mucus overproduction, and augmented allergic airway responses (Berlin et al. 2004). Trefoil factor-2 (*Tff2*) is an allergen-induced gene regulated by T_H_2 cytokines in the lung that promotes human bronchial epithelial cell migration and formation of mucus-producing airway cells (Nikolaidis et al. 2006). 

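Genes of the goblet cell program, through which airway epithelium turns to mucus secretion, were among those that rose in every exposed group. Tff2 went from 5.52 ± 0.41 (log2, SD, n = 3) in PBS/PBS to 9.85 ± 0.44 in the arrays labelled PM, 9.16 ± 0.26 in those labelled OVA and 11.45 ± 0.21 in OVA/PM (log2 fold changes 4.33, 3.64 and 5.92; adjusted p = 0.0188, 0.00373 and 7.86e-05 from limma), the call in the arrays labelled PM lost without 5 of the 6 arrays. Muc5b, a secreted mucin, rose by 1.39 in the arrays labelled OVA (SE 0.30, adjusted p = 0.0308 from limma; the call was lost without any of 4 of the 6 arrays) and by 2.37 in OVA/PM (SE 0.10, adjusted p = 0.000155 from limma). Its difference of 1.83 in the arrays labelled PM did not pass (SE 0.20, adjusted p = 0.0661 from limma). Muc5ac, the mucin that goblet cells add in allergy, was at least 26.8-fold higher in OVA/PM than in PBS/PBS (log2 fold change 7.62, SE 0.19, adjusted p = 1.21e-05 from limma). Of 15 goblet cell and mucus genes tested in OVA/PM, 14 rose (15 when adjusted over the list alone; median 4.53, adjusted p = 3.66e-16 from camera, and adjusted p = 0.0484 with an estimated correlation). Of 12 tested in the arrays labelled OVA, 8 rose (10 when adjusted over the list alone; median 2.26, adjusted p = 1.08e-07 from camera, adjusted p = 0.386 with an estimated correlation). Between OVA/PM and the arrays labelled OVA 7 of 15 were higher (12 when adjusted over the list alone; median 2.15, adjusted p = 2.19e-22 from camera, adjusted p = 0.0962 with an estimated correlation).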

Consistent with the dramatic up-regulation of genes that encode factors that affect goblet cell activity and mucus production, such as *Tff2*, *Clca3*, and *Muc5b*, another marker for mucus stimulation, PM exhibited prominent effects on mucus stimulation as indicated by periodic acid-Schiff (PAS) staining (Figure 5) in both control and OVA-challenged mice.

Analysis of the gene ontologies stimulated by PM in naive mice demonstrated similarities to prior PM-related genomic studies with the induction of airway inflammation activity. For example, acute exposure (4–24 hr) of ultrafine PM induced expression of genes involved in oxidation stress, inflammation, transcription regulation, and cardiovascular-related function without a link to asthma development and exacerbation (Andre et al. 2006; Kooter et al. 2005). IL-6 and TNF-α are proinflammatory cytokines that regulate innate immunity physiologic host defense processes during infection, airway damage in COPD, and acute lung injury (Chung 2001). Unlike results in OVA-challenged mice alone, PM stimulates the generation and secretion of IL-6 and TNF-α into airways (Figure 4) with marked neutrophil infiltration. Another key PM signature in naive mice is involvement of complement activation pathways. Complement factors C3 and C5 are potent chemoattractants for inflammatory cells (neutrophils and eosinophils) and anaphylatoxins, which trigger smooth muscle contraction and regulate vasodilation (Bolger et al. 2007). C3 and C5 are also known to increase vascular permeability, a clear phenotypic parameter in PM-challenged OVA mice where PM exposure induces significant changes in vascular permeability as assessed by protein content in BAL fluids (Figure 2A). Complement factor B is a key regulator in the development of AHR and inflammation (Taube et al. 2006). In addition, we identified complement factor 3 to mediate PM-induced AHR, indicating that AHR induced by PM depends on C3 activation in the airways (Walters et al. 2002). Consistent with a role in mediating PM-regulated airway function, we found five genes from the complement system family that are differentially affected by PM: complement component 1, q subcomponent, alpha poly-peptide (3.0-fold); complement component 1, q subcomponent, beta polypeptide (3.2-fold); complement component 1, q subcomponent, C chain complement (3.5-fold); component 3a receptor 1 (35-fold); and complement factor B (17-fold).

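The C1q chains, made by tissue macrophages, and the anaphylatoxin receptor C3ar1 rose in the arrays labelled OVA and in OVA/PM. C1qa rose 3.09-fold in the arrays labelled OVA (SD 1.08, n = 3; log2 fold change 1.56, SE 0.27, adjusted p = 0.0198 from limma), C1qb 3.05-fold (SD 1.12, adjusted p = 0.0188 from limma) and C1qc 3.51-fold (SD 1.34, adjusted p = 0.0204 from limma). Cfb, a factor of the alternative pathway that interferons and endotoxin induce, rose 17.7-fold (SD 8.19; log2 fold change 4.02, SE 0.40, adjusted p = 0.00763 from limma), and C3ar1 13.7-fold (SD 6.74, adjusted p = 0.018 from limma). The calls of C1qa, C1qb, C1qc and C3ar1 were lost without 4, 3, 4 and 3 of the 6 arrays (highest adjusted p = 0.0672, 0.0646, 0.0697 and 0.0756 from limma), and that of Cfb was not. In the arrays labelled PM the ratios to PBS/PBS were 1.26, 1.63, 1.45, 1.14 and 2.73 for C1qa, C1qb, C1qc, Cfb and C3ar1, and none passed (adjusted p = 0.662, 0.64, 0.645, 0.881 and 0.578 from limma). Without PBS/PM replicate 3 the log2 fold change of Cfb there was -0.064. In OVA/PM the folds of the same genes were 2.99, 3.68, 3.32, 15.2 and 14.4 (adjusted p = 0.00152, 0.00061, 0.00171, 0.000771 and 0.00327 from limma).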

Our genomic approaches also allowed us to identify multiple, potentially novel, biomarkers for development of asthmatic lung responses induced by PM. *Rgs9* is a family member of regulators of G-protein signaling that act as GTPase-activating–proteins specific to the Gα subunit. It plays a critical role in the termination process of G-protein–mediated cell responses in eukaryotes (Hepler 1999). *Rgs9* in retinal photo-receptor cells induces an elevation in local cyclic guanosine monophosphate (cGMP) concentration and closes cGMP-gated cation channels (Arshavsky et al. 2002). PM reduced *Rgs9* transcription in lung tissues (6.2-fold), whereas OVA had a similar effect (5.2-fold). 

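Rgs9 encodes a regulator of G protein signaling, known best from retina and striatum. At the probe set of Table 2 the linear means of the arrays labelled PM and labelled OVA were 5.29-fold and 6.22-fold lower than in PBS/PBS, and that of OVA/PM 5.94-fold lower. All 3 arrays of each of these groups lay under the filter level, so the reduction measured against that level is at least 1.07-fold. PBS/PBS did not lie above the level in all 3 arrays, and the probe set was not tested. At a brighter probe set, Rgs9 fell by 0.81 (log2, SE 0.13, n = 3 per group, adjusted p = 0.0173 from limma) in the arrays labelled OVA and by 0.86 (SE 0.13, adjusted p = 0.00795 from limma) in OVA/PM. Its log2 fold change in the arrays labelled PM was -0.25 (SE 0.22, adjusted p = 0.797 from limma).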

Our finding that *Rgs9* is highly transcribed in lung tissues is novel, although a localized function has not yet been elucidated. Intelectin is an intestinal antimicrobial factor (Datta et al. 2005) induced by IL-13 in human airway epithelial cells (Kuperman et al. 2005). The molecular patterns recognized by intelectin include furanosides such as galactofuranose and galactofuranosyl residues that are present in bacterial and fungal cell walls and in protozoan parasites, but not in mammalian cells. 

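Intelectin is a lectin that goblet cells secrete and that binds microbial sugars. Itln1 went from 4.67 ± 0.07 (log2, SD, n = 3) in PBS/PBS to 12.22 ± 0.57 in the arrays labelled PM, a ratio of linear means of 197 (SD 80.9) and at least 157-fold against the filter level (log2 fold change 7.55, SE 0.27, adjusted p = 0.000718 from limma). Levels in the arrays labelled OVA reached 9.81 ± 0.23, a ratio of 35.3 (SD 5.32) and at least 29.4-fold (log2 fold change 5.13, SE 0.13, adjusted p = 0.000115 from limma). In OVA/PM it was 13.09 ± 0.28, at least 287-fold higher (log2 fold change 8.42, SE 0.15, adjusted p = 4.23e-06 from limma).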

Intelectin was markedly induced by PM (35-fold increase) and represents another potential signature of PM-induced lung toxicity. Although intelectin in the airway may serve as a novel defensive gene altering the response of asthmatics to infection, the contribution of intelectin to asthma pathogenesis requires further exploration.

In summary, exposure of a murine preclinical model of asthma to urban PM results in elevation of AHR, BAL protein leakage, inflammatory leukocyte infiltration, and T_H_2/T_H_1 cytokine secretion. Baltimore PM also produced a strong molecular signature composed of inflammatory/asthmatic gene expression in naive mice, with marked synergy with OVA-sensitized mice. These studies are consistent with emerging epidemiologic evidence and indicate that PM exposure evokes proinflammatory and allergic molecular signatures that may directly contribute to the asthma susceptibility in naive subjects and increased severity in affected asthmatics.

## Figures and Tables

**Figure 1:**
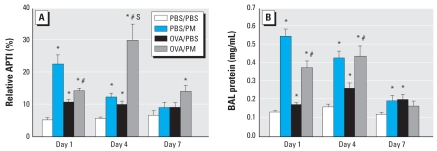
Effect of Baltimore PM on AHR (*A*) and BAL protein (*B*) in naive and OVA-sensitized mice. Values shown are mean ± SE (*n* = 5–6). (*A*) AHR, assessed by response to intravenously administered ACh (1 mg/kg), was increased on day 1 and remained elevated at least 7 days after PM exposure. PM stimulated significant AHR in OVA-challenged mice compared with PBS/PBS control A/J mice. Airway responsiveness is expressed as percentage of the time-integrated change in airway pressure over baseline pressure (APTI). *Significant increase over PBS/PBS control for each time point (*p* < 0.05). ^#^Significant change in response to PBS/OVA group for each time point (*p* < 0.05). S, synergistic effect between PM and OVA treatment (SI > 1).

**Figure 2:**
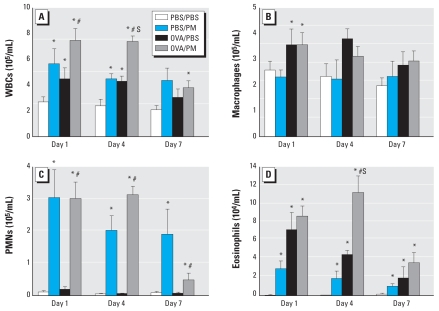
Effect of Baltimore PM on total BAL leukocyte counts. (*A*) Total white blood cells (WBCs). (*B*) Macrophages. (*C*) Neutrophils (polymorphonuclear cells; PMNs). (*D*) Eosinophils. Values shown are mean ± SE; *n* = 5–6. *Significant increase over PBS/PBS control for each time point (*p* < 0.05). ^#^Significant increase over PBS/OVA group for each time point (*p* < 0.05). S, synergistic effect between PM and OVA treatment (SI > 1).

**Figure 3:**
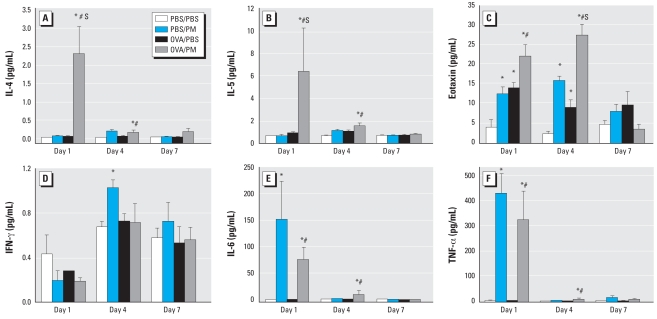
Effect of Baltimore PM on T_H_2 (*A–C*) and T_H_1 (*D*–*F*) cytokine levels in BAL fluid. (*A–C*) Levels of BAL T_H_2 cytokines IL-4 (*A*), IL-5 (*B*), and eotaxin (*C*) and (*D*–*F*) levels of BAL T_H_1 cytokines IFN-γ (*D*), IL-6 (*E*), and TNF-α (*F*). Values are mean ± SE; *n* = 4–5. *Significant increase over PBS/PBS control for each time point (*p* < 0.05). ^#^Significant increase over PBS/OVA group for each time point (*p* < 0.05). S, synergistic effect between PM and OVA treatment (SI > 1).

**Figure 4:**
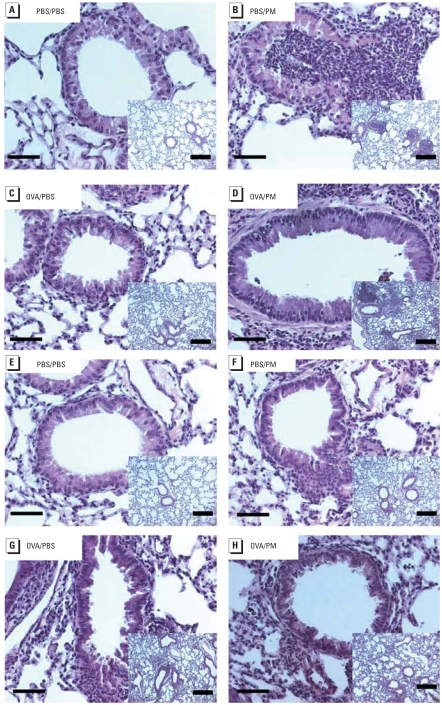
Effect of Baltimore PM on histologic alterations in the lung on days 1 (*A–D*) and 7 (*E–H*) after treatment with Baltimore-PM. (*A,E*) PBS/PBS; (*B,F*) PBS/PM; (*C,G*) OVA/PBS; (*D,H*) OVA/PM. PM induced inflammatory leukocyte infiltration in both control mice (*A*) and OVA-challenged mice (*D*). PM residues are retained in alveoli. At 7 days, leukocyte infiltration declined to basal level (*F, H*). Tissues were stained with H&E; each panel is representative of paraffin sections from three A/J mice with the same treatment. Bars = 50 μm; bars in insets = 300 μm.

**Figure 5:**
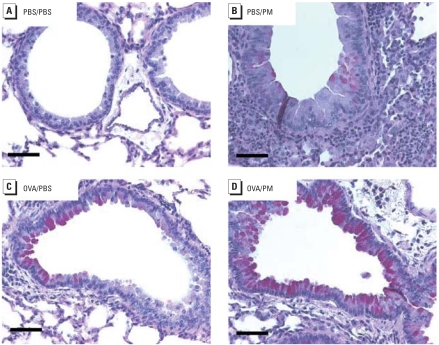
Effects of PM-induced mucus secretion in murine airways. Paraffin sections of the lung were stained with periodic acid-Schiff (PAS) to detect presence of goblet cells and activity at 4 days after Baltimore PM treatment. (*A*) PBS/PBS; (*B*) PBS/PM; (*C*) OVA/PBS; (*D*) OVA/PM. Each panel is representative of paraffin sections from three A/J mice in the same treatment group. PM or OVA induced PAS-positive purple staining. PM and OVA induced PAS-positive purple staining synergistically. Bars = 50 μm.

**Figure 6:**
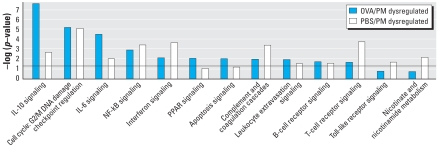
Biological processes detected by IPA of OVA/PM and PBS/PM dysregulated genes. Abbreviations: NF-κB, nuclear factor-κB; PPAR, peroxisome proliferator-activated receptor. Several of the top significant canonical pathways were enriched with dysregulated genes induced by PM or OVA/PM treatment. The horizontal line indicates the threshold. See Supplemental Material, Table 2 (online at http://www.ehponline.org/members/2008/11229/suppl.pdf) for the description of gene selections with SAM software.

**Figure 7:**
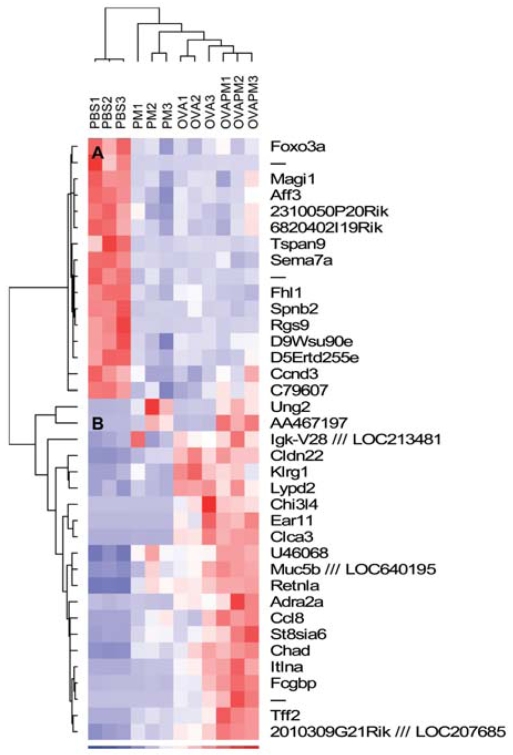
Hierarchical clustering of OVA-induced dysregulated genes by dChip. The 37 dysregulated genes induced by OVA treatment were selected by SAM software (see Supplemental Material, Table 1, online at http://www.ehponline.org/members/2008/11229/suppl.pdf). Sample clustering is displayed at the top; the two gene clusters A and B are displayed on the left. Blue, white, and red represent the expression level below, at, and above mean level, respectively. PBS1, PBS control sample 1; PM1, PM-treated sample 1; OVA1, OVA-treated sample 1; OVAPM1, OVA- and PM-treated sample 1.

**Table 1:** Biological process enriched with dysregulated genes induced by OVA/PM.^a^

GO ID	Function name	Gene	*q*-Value
GO:0000074	Regulation of progression through cell cycle	13	3.22 × 10^−3^
GO:0006260	DNA replication	12	3.84 × 10^−5^
GO:0006355	Regulation of transcription, DNA-dependent	28	4.05 × 10^−2^
GO:0006468	Protein amino acid phosphorylation	22	4.31 × 10^−2^
GO:0006508	Proteolysis	26	6.59 × 10^−4^
GO:0006811	Ion transport	21	1.94 × 10^−2^
GO:0006817	Phosphate transport	6	8.36 × 10^−3^
GO:0006911	Phagocytosis, engulfment	6	1.63 × 10^−7^
GO:0006935	Chemotaxis	18	1.13 × 10^−10^
GO:0006952	Defense response	12	3.60 × 10^−4^
GO:0006954	Inflammatory response	34	1.56 × 10^−10^
GO:0006955	Immune response	57	2.11 × 10^−10^
GO:0006974	Response to DNA damage stimulus	10	2.37 × 10^−2^
GO:0007049	Cell cycle	49	2.37 × 10^−10^
GO:0007067	Mitosis	31	2.14 × 10^−10^
GO:0007155	Cell adhesion	23	1.37 × 10^−3^
GO:0007165	Signal transduction	41	2.59 × 10^−4^
GO:0007166	Cell surface receptor linked signal transduction	9	8.33 × 10^−4^
GO:0007242	Intracellular signaling cascade	17	2.56 × 10^−2^
GO:0008283	Cell proliferation	7	3.13 × 10^−2^
GO:0045087	Innate immune response	10	2.04 × 10^−6^
GO:0051301	Cell division	40	2.16 × 10^−10^

a GO categories identified by Onto-Express software; only biological processes with more than five genes and *q*-values < 0.05 are shown (see “Materials and Methods” for details).

**Table 2:** Intersection between PM- and OVA-induced dysregulated genes.

Probe set ID	Symbol	OVA	PM	GO category
1439423_x_at	*U46068*	2.8	3.2	Lipid binding
1419684_at	*Ccl8*	26.2	26.7	Chemotaxis
1416306_at	*Clca3*	3989.6	64.0	Chloride transport
1434046_at	*AA467197*	4.6	68.6	Other
1459003_at	*Fhl1*	0.3	0.2	Cell differentiation
1447918_x_at	*LOC207685*	7.4	3.2	Humoral immune response
1418165_at	*Itlna*	197.5	35.3	Signal transduction
1439635_at	*Rgs9*	0.2	0.2	G-protein coupled receptor protein signaling pathway
1449015_at	*Retnla*	16.2	13.4	Hormone activity
1422040_at	*Sema7a*	0.3	0.3	Multicellular organismal development
1456440_s_at	*St8sia6*	3.8	3.4	Protein amino acid glycosylation
1443361_at	*Tspan9*	0.3	0.2	Other
1422448_at	*Tff2*	20.3	12.3	Other
1455114_at	*Ung2*	2.2	11.8	Regulation of progression through cell cycle DNA repair

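The other genes of Table 2 include a chemokine, an immunoglobulin chain and a gene of multiciliated cells. Ccl8, which draws monocytes and eosinophils, rose 26.7-fold in the arrays labelled OVA (SD 13.7, n = 3; adjusted p = 0.00691 from limma) and 73.6-fold in OVA/PM (SD 6.54, adjusted p = 1.21e-05 from limma). Its 26.2-fold ratio (SD 22.5) in the arrays labelled PM did not pass (adjusted p = 0.114 from limma). Ccno (listed as Ung2), a cyclin of multiciliated cells, rose 11.8-fold in the arrays labelled OVA and had a ratio of 2.20 in those labelled PM (SD 7.92 and 0.22, adjusted p = 0.0172 and 0.0935 from limma). Iglv1 (LOC207685), an immunoglobulin light chain, rose 3.21-fold in the arrays labelled OVA and had a ratio of 7.40 in those labelled PM (SD 0.65 and 1.98, adjusted p = 0.0188 and 0.0646 from limma). AA467197, a small mitochondrial protein, was at least 15.5-fold higher in the arrays labelled OVA and at least 46.0-fold higher in OVA/PM (adjusted p = 0.0138 and 1.51e-05 from limma). St8sia6, a sialyltransferase, was at least 2.34-fold and 5.53-fold higher (adjusted p = 0.00691 and 0.000714 from limma). The calls of Ccno, Iglv1 and AA467197 in the arrays labelled OVA were lost without 3, 2 and 2 of the 6 arrays (highest adjusted p = 0.0744, 0.0781 and 0.0627 from limma). Sema7a at the probe set of Table 2 and the probe set listed as Tspan9 lay under the filter level in all 3 exposed groups. Neither probe set was tested, and that listed as Tspan9 has no symbol in the annotation used. Another probe set of Sema7a read from 9.35 (OVA/PBS replicate 1) to 10.23 (PBS/PBS replicate 1), above the level in every array.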

Fold changes of dysregulated genes selected by SAM software (Supplemental Material Table 2, online at http://www.ehponline.org/members/2008/11229/suppl.pdf). For all genes, *q* < 0.1%. Corresponding GenBank accession numbers are available from Affymetrix (https://www.affymetrix.com/analysis/netaffx/quickquery.affx?netaffx=netaffx4_annot) with probe ID.

How the deposited data were processed for this re-analysis (not part of the article)

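Expression was measured in whole lung of A/J mice on day 4 after exposure, in 4 groups of 3 arrays: PBS/PBS, OVA/PBS, PBS/PM and OVA/PM. Each array is 1 column of 45101 probe sets of the Affymetrix array that the paper names. The authors deposited log2 intensities, normalized over the arrays by GCRMA, a method that corrects for background by probe composition, applies quantile normalization and summarizes the probes by median polish. The notes on processing also name MAS5, and versions of neither tool are given. Array medians and the range of the values fit a log2 scale with no centring of genes, and no 2 of the 66 pairs of columns were identical. Linear intensities were taken as powers of 2 of the values.

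Each array was taken with the condition of its label. The names OVA and PM carry the doubt described with the arrays, so the groups are called the arrays labelled OVA and labelled PM. Replicate numbers were not used for pairing: of 18 pairs of arrays with the same number, 3 had deviations from their group means correlated over 0.1 (median -0.06), and 3 of 12 arrays correlated best with an array of their own number.

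Group pairs were compared with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes moderation, Benjamini-Hochberg adjustment over the probe sets tested): PM, OVA and OVA/PM each against PBS/PBS, and OVA/PM against OVA and against PM. A probe set was tested where all 3 arrays of at least 1 group compared reached 4.93, the median of all values, which stands in for the detection calls of the methods. This kept 22246, 22498, 22538, 22379 and 22428 probe sets. A fit of the 4 groups over 22688 probe sets tested the interaction of PM and OVA. The thresholds were an adjusted p of 0.05, and for counts set beside the paper's an adjusted p of 0.003 with more than 3-fold, or 0.05 with more than 2-fold, 1 probe set per gene. Folds are ratios of linear group means, with the SD that the replicates give. Where all 3 arrays of a group lay under 4.93 the fold was measured against that level and written as at least, while the fold thresholds of the counts apply to the fitted changes. The synergistic index was computed from linear means, with an SE by the delta method.

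Symbols came from the annotation of the array, looked up by gene identifier in a mouse gene table for GRCm38.p6. Of all probe sets 34958 had 1 symbol, 932 had several and 9211 had none, and the look-up changed 0 of 34754 symbols. Genes named in the text follow a rule: for each comparison with PBS/PBS, the 10 largest rises and 5 largest falls past the threshold without overlap of the arrays, every gene that the paper names for the arrays or for a cytokine it measured, and up to 4 members per gene list. The paper's values for Table 2 and the complement genes had been read by then. C3 has no single symbol in the annotation used, so it is left out although the paper names it. The 43 gene lists cover pathways, cell types and tissues. They were tested with camera at a preset correlation of 0.01, with 1 probe set per gene (the highest mean) and at least 4 genes per list, which left 41 lists.

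The groups, comparisons, filter, gene lists, naming rule and alternatives were set before the data were examined. Exceptions are the exchange of the names OVA and PM, alone and with SAM, and the tests of muscle genes and of the shared PBS/PBS arrays, which were added later. The alternatives were no filter, a filter at the 75th percentile (8.65), an offset of 16 on the linear scale, a further quantile normalization, the replicate number as a block, a fit of all 4 groups, SAM with its 20 relabelings in code written here, an estimated correlation in camera, the probe set with the lowest p, other probe sets of a gene, the index on the log2 scale, and leaving out each array in turn. With 3 arrays against 3 an exact permutation test cannot go below 0.1, so single genes rest on limma. Counts were repeated over the 10 splits of 6 arrays, or over 100 drawn relabelings where 3 or 4 groups enter, and 50 simulated groups without change were compared with the PBS/PBS arrays.

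Tested on simulated data with known changes, limma called 80.6%, 58.2% and 68.7% of log2 changes of 1 in the designs of PM, OVA and OVA/PM against PBS/PBS, and 92.5%, 97.0% and 95.5% of changes of 2. Between 4.35% and 7.61% of the calls were false. For the interaction, 95% of changes of 3 were called. These shares hold for the simulated data alone. In the arrays labelled PM, Ccl8 and Ccl11 did not pass at log2 fold changes of 4.37 and 1.78 (SE 0.58 and 0.46, adjusted p = 0.114 and 0.411 from limma). Bpifb1, with less spread, passed at 1.48 (SE 0.14). A small count of calls there does not show that little changed.

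Lavage cells and proteins, airway physiology, histology and PCR were not analysed here. Enrichment of ontology terms and pathways was not repeated, since its databases were not used here, and the detection calls were not used here either.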

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

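The tests in this part were set ahead of their results, whereas Pde4dip, a probe set with no symbol, Ighm, Fer1l6 and Capn9 lie outside the rule by which genes were named and were chosen after their values were seen.

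The effect of PM differed with and without OVA in 6 of 22688 probe sets by limma's interaction term (1412 at an unadjusted p under 0.05). This interaction keeps its value if the names OVA and PM are exchanged. It was -5.64 (log2, SE 0.32, adjusted p = 0.000102) for Clca1, -4.26 (SE 0.36, adjusted p = 0.00164) for Itln1 and -3.33 (SE 0.21, adjusted p = 0.00018) for Retnla, so that the combined exposure stayed below the sum of the single log2 changes. The opposite held for Spdef (3.06, SE 0.28, adjusted p = 0.00331), a probe set with no symbol (1.38, SE 0.17, adjusted p = 0.0397) and Pde4dip (0.94, SE 0.12, adjusted p = 0.0349). With groups that lie under the filter level in all 3 arrays set to that level, the terms are -3.10 for Clca1, -4.01 for Itln1 and 0.92 for Spdef, whose arrays lie under it in all groups but OVA/PM, and those of the other 3 stay as they are. For Clca1 and Itln1 the sign depends on the scale, since their synergistic index from linear means is 1.20 and 1.50. Of 100 drawn relabelings of the 12 arrays, 5 gave 6 or more probe sets, so chance cannot be excluded for the count. The highest other relabeling gave 3832, many times the real count, which points to a structure of the samples: 5 of the 6 arrays that it gave a plus sign in the interaction came from mice given OVA, by their labels, so that the difference made by that exposure enters there. The relabelings therefore do not test an interaction apart from the other differences of the groups. Leaving out 1 array gave 4 to 11 probe sets, 3 to 6 with a negative term and 1 to 6 with a positive one. Only 1 positive term was left without PBS/PBS replicate 3, OVA/PBS replicate 3, OVA/PM replicate 2 or OVA/PM replicate 3. With the filter at the 75th percentile 3 negative and 0 positive terms passed.

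The OVA/PM arrays were far above those labelled OVA in genes that the paper does not discuss, which are also low in PBS/PBS. The fitted log2 differences, which are no measured folds because the arrays labelled OVA lie under the filter level for these 5 genes, were 7.84 for Chil4 (SE 0.13, adjusted p = 8.36e-06 from limma), 6.87 for Rnase2a (SE 0.16, adjusted p = 2.29e-05), 5.33 for Fer1l6 (SE 0.20, adjusted p = 0.00027), 4.63 for Capn9 (SE 0.09, adjusted p = 8.36e-06) and 4.57 for Scin (SE 0.14, adjusted p = 8.53e-05), with all 3 OVA/PM arrays above all 3 others. Against the filter level the genes were at least 75.5-fold, 32.9-fold, 16.1-fold, 3.35-fold and 3.48-fold higher. In PBS/PBS they had means of 3.08, 2.76, 3.33, 1.95 and 2.07, and in the arrays labelled PM of 11.16, 9.18, 7.19, 4.11 and 3.59, so that for Chil4, Rnase2a and Fer1l6 much of the difference is there without OVA. Ighm, an immunoglobulin heavy chain, differed by 6.18 (SE 0.66, adjusted p = 0.0481) at the probe set with the largest difference, which had means of 7.44 in PBS/PBS and 11.75 in the arrays labelled PM, and by 1.05 (SE 0.21, adjusted p = 0.283) at the one the naming rule picks, which did not pass. Among 22379 probe sets 29 passed in this comparison, 28 higher and 1 lower (56 and 35 by SAM, 26 and 37 without OVA/PBS replicate 1), and the highest of the other splits gave 0, but 10 splits are too few for a share under 0.05. No biological explanation beyond the exposures was tested.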

How the results depend on the processing

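The exchange of the names OVA and PM, alone and with SAM, was chosen after the results were seen, and the other alternatives were set ahead.

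A further quantile normalization and an offset of 16 kept every total within 1.5 times, but not all parts of them by direction: the probe sets lower in OVA/PM than in the arrays labelled OVA went from 1 to 5 with the offset and 4 with quantile normalization, those lower for PM from 4 to 2 with the offset, and the positive interactions from 3 to 1 with quantile normalization. The totals also held with the probe set with the lowest p for the gene lists, where alone it was tried, and the nearest arrays stayed between 8 and 9 of 12. For single genes, 357 called results named by the rule kept their direction and their side of the threshold in 237 of 237 under the stricter filter, 354 of 357 with the offset, 353 of 356 with quantile normalization, 350 of 357 in the fit of 4 groups, 189 of 357 with the replicate block, 1434 of 2142 when 1 array was left out and 117 of 161 at other probe sets of the gene. The remaining ones kept their direction and lost the threshold, but for Kcnq1ot1 in OVA/PM, which reversed to 0.12 at another of its probe sets. Hc, which did not pass, ranged from -0.22 to 0.25 for PM when 1 array was left out, reversed without PBS/PBS replicate 3 (0.25) and without PBS/PM replicate 1 (0.20), and from -0.22 to 0.24 for OVA, reversed without PBS/PBS replicate 3 (0.24) and without OVA/PBS replicate 3 (0.01). Cfb, which did not pass for PM, ranged from -0.064 to 0.36, reversed without PBS/PM replicate 3. The cause was not tested.

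Without a filter, which tests more probe sets, 6 passed for PM, 2432 for OVA and 10 for OVA/PM against OVA, 452 genes passed the thresholds for OVA and 116 for OVA/PM, 90.9% of the OVA-changed probe sets moved the same way in PM, and 0 probe sets met the criteria of synergy. The stricter filter, which tests fewer, left 322 genes for OVA, 171 for OVA/PM and 3 probe sets with an interaction. With the replicate block, which spends degrees of freedom on numbers that do not pair the arrays, 4 probe sets passed for PM, 89 for OVA and 1377 for OVA/PM against PM, 0 genes passed the thresholds for PM, 75 for OVA and 117 for OVA/PM, 0 were in both lists and 4 probe sets were synergistic. In the fit of 4 groups, 38 probe sets and 11 genes passed for PM and 6 genes were in both lists. SAM called 39 probe sets for PM, 11036 for OVA, 9636 for OVA/PM, 91 for OVA/PM against OVA and 5555 against PM, with 10 genes for PM, 432 for OVA/PM and 5 in both lists. With an estimated correlation camera called 0 lists for PM, 0 for OVA, 1 for OVA/PM, 0 for OVA/PM against OVA and 0 against PM, since members of a list vary together. On the log2 scale the index was 0.66 for Itlna, 0.74 for Tff2 and 0.68 for Clca3, each under 1, while that of Dnmt3a was 2.19. Beyond these settings the cause was not tested.

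With the names exchanged the counts trade places by construction: 4326 probe sets for PM and 16 for OVA, 2894 for OVA/PM against OVA and 29 against PM, 29 lists for PM, 15 for OVA and 27 for OVA/PM against OVA. At the thresholds of each exposure 8 genes passed for PM and 11 for OVA, and 100% of probe sets moved the same way. SAM with the exchange gave 289 genes for PM, 17 for OVA and 8 in both lists.

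Leaving out 1 array, which lowers the number of samples, gave these ranges: 3 to 11 probe sets for PM, 407 to 5284 for OVA, 2188 to 4491 for OVA/PM, 9 to 63 for OVA/PM against OVA, 1367 to 1870 against PM and 4 to 11 for the interaction, 1 to 3 genes at the thresholds for PM, 190 to 1026 for OVA and 58 to 204 for OVA/PM, 1 to 3 in both lists, 83.0% to 92.8% moving the same way, 8 to 23 lists for PM, 25 to 32 for OVA, 29 to 31 for OVA/PM and 10 to 20 for OVA/PM against OVA, 0 to 22 synergistic probe sets, and an index of 1.31 to 1.86 for Itlna, 1.76 to 2.19 for Tff2 and 1.07 to 1.53 for Clca3. The lowest counts for OVA came without OVA/PBS replicate 3 and the highest without OVA/PBS replicate 2. Of the named results called, 7 of 10 for PM, 115 of 150 for OVA and 64 of 197 for OVA/PM lost the threshold at least once.

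Signal over background limits the genes near the lower end of the arrays, such as Il4 and Il5, for which no fold can be given. No alternative was left out, but the stricter filter gave values for 237 of the 357 named results, quantile normalization for 356, and a gene with a single probe set has no other to try.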

Differences from the paper's values

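The exchange of the names OVA and PM, alone or with SAM, was chosen after seeing the values, and all other alternatives in this part were set before the data were examined.

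Of the 28 folds that Table 2 lists for PM and OVA, 4 equal the linear ratios of the arrays as labelled at the printed digit, and at 7 genes both columns differ by more than 1.5 times and by more than the replicate SD. Under OVA the paper's folds, followed by those found here, are 3989.6 and 64.0 for Clca3, 4.6 and 68.6 for AA467197, 0.3 and 0.182 for Fhl1, 7.4 and 3.21 for LOC207685, 197.5 and 35.3 for Itlna, 20.3 and 12.3 for Tff2, and 2.2 and 11.8 for Ung2. Under PM the paper's are 64.0 for Clca3 (here 3989.6), 68.6 for AA467197 (here 4.59), 0.2 for Fhl1 (here 0.342), 3.2 for LOC207685 (here 7.40), 35.3 for Itlna (here 197), 12.3 for Tff2 (here 20.3) and 11.8 for Ung2 (here 2.20). For Clca3, AA467197 and Itlna all 3 PBS/PBS arrays lay under the filter level, so these ratios of linear means are no measured folds. Against the level the folds are at least 656, 1.40 and 157 in the arrays labelled PM. In those labelled OVA they are at least 10.8 for Clca3 and 29.4 for Itlna. Of the 8 alternatives for each fold, those under which the difference was no longer met were, for OVA, leaving out OVA/PBS replicate 1 or 3 at AA467197, the offset of 16 and leaving out OVA/PBS replicate 1 or 3 at Fhl1, leaving out PBS/PBS replicate 1 at Tff2 and leaving out OVA/PBS replicate 3 at Ung2. For PM they were the offset of 16 and leaving out PBS/PBS replicate 3 or PBS/PM replicate 3 at Tff2, and the other folds differed under all 8. With the names exchanged, chosen after seeing the values, 28 of 28 folds of the table equal the paper's at the printed digit, and none of its 14 genes is dropped.

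For PM the paper's folds are 3.0 for C1qa (1.26 in the arrays labelled PM), 3.2 for C1qb (1.63), 3.5 for C1qc (1.45), 35 for C3ar1 (2.73) and 17 for Cfb (1.14), and its fold for Itlna is 35 (197). None of the 8 alternatives for each closes these gaps. In the arrays labelled OVA, an exchange chosen after seeing the values, the folds are 3.09, 3.05, 3.51, 13.7, 17.7 and 35.3. Each except that of C3ar1 lies within 1.5 times the paper's value. At its other probe sets C3ar1 was 29.9-fold (SD 18.1) and 25.8-fold (SD 12.1) higher there as ratios of linear means, which lie within 1.5 times the paper's, and at least 7.11-fold and 6.56-fold against the filter level.

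At a false discovery rate under 0.003 by SAM and more than 3-fold, the paper counts 436 genes for PM, 375 raised and 61 lowered. It counts 25 more than 25-fold changed. At an adjusted p under 0.003 by limma and a fitted change of more than 3-fold, 3, 3, 0 and 2 were found here. The measures are not the same, and the paper filtered on detection calls. None of the 13 alternatives, SAM among them, reached any of these counts. At a false discovery rate under 0.05 and more than 2-fold, the paper counts 37 for OVA, 21 raised and 16 lowered. At an adjusted p under 0.05 by limma the counts here are 720, 549 and 171, with none of 13 alternatives closing a gap. For the combined exposure the paper counts 591, of them 492 raised and 99 lowered, against 276, 253 and 23. SAM, the test of the paper's methods, gave 432, 385 and 47, which closes the first 2 gaps and not that of the lowered genes, and the 12 other alternatives close none. The paper counts 14 genes in both lists, here 3, and none of 16 alternatives closes that. With the names exchanged and SAM, both chosen after seeing the values, the counts are 289, 265 and 24 for PM, 20 more than 25-fold changed, 17, 16 and 1 for OVA, and 8 in both lists. Of these the 265 raised for PM, the 16 raised for OVA and the 20 fall within 1.5 times the paper's. With limma and the names exchanged they are 8, 8, 0 and 3 for PM, 11, 11 and 0 for OVA, and 3 in both lists. The paper's count of more than 1200 genes for PM at an unadjusted p under 0.05 is a lower bound, met by 1221 as labelled and by 5193 exchanged.

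Some of the paper's statements have no count of their own. It describes PM as the stronger of the single exposures, and here 16 probe sets passed in the arrays labelled PM and 4326 in those labelled OVA. It describes all genes changed by OVA as moving the same way with PM, and here 88.9% of 1162 probe sets did, 643 of 758 raised and 390 of 404 lowered, with 100% of 15 when the names are exchanged, a choice made after seeing the values. It reports complement genes as changed by PM in naive mice, where 0 of 18 passed by limma in the arrays labelled PM and 12 rose in those labelled OVA. It places PBS/PBS alone in a cluster apart from all exposed arrays over genes regulated by OVA, while over the 23110 probe sets chosen by level alone PBS/PBS joined the arrays labelled PM. It describes replicates as sorted into their groups over genes chosen for OVA, and over genes chosen by level alone 9 of 12 arrays were nearest to their own group. It lists cell cycle among the processes of PM, and 0 of 12 mitosis genes passed by limma in the arrays labelled PM, while 30 of 30 rose in those labelled OVA. It gives Itlna, Tff2 and Clca3 as synergistic. Its criteria ask for p under 0.05, with a post hoc test that was not run here. By limma, Tff2 meets them with and without adjustment over probe sets, Itlna without it alone (unadjusted p = 0.0242, adjusted p = 0.109 against the arrays labelled PM) and Clca3 in neither case (unadjusted p = 0.218).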

Other observations

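The tests of the exchanged names, of the muscle genes and of the shared PBS/PBS arrays were chosen only after the results were seen, and the counts over splits were set ahead.

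The names OVA and PM may be exchanged between the labels and the paper. In Table 2, 28 of 28 folds for these groups equal the linear ratios of the arrays carrying the other name, and 4 equal those as labelled, in a comparison that could have come out the other way. This does not tell whether the labels or the paper's columns carry the exchange. Il6, whose protein the paper finds raised by PM, had a mean 2.53 higher (log2) in the arrays labelled OVA than in those labelled PM, but the arrays overlap. The difference of 2.61 for Tnf is no measured change, since all 3 arrays labelled PM lie under the filter level and the arrays overlap there too, so that neither gene decides. Neutrophil genes, of which 5 of 12 rose in the arrays labelled OVA and 0 of 11 in those labelled PM, would be in line with an exchange in the labels, since the paper finds lavage neutrophils raised by PM. Its lavage macrophages, raised by OVA and not by PM, run as labelled. Of the monocyte and macrophage genes, 11 of 18 rose in the arrays labelled OVA and 0 of 17 in those labelled PM. Chil4 and Rnase2a, known from allergic airways, had means of 11.16 and 9.18 in the arrays labelled PM. In those labelled OVA the means were 3.33 and 3.10. That would go with an exchange in the labels. The paper finds eosinophils and mucus raised by PM too, however. Goblet cell genes rose in both groups, 4 of 12 in the arrays labelled PM and 8 of 12 in those labelled OVA. These genes do not decide either. Proteins and cells of lavage fluid do not settle the names of lung arrays.

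Of 18 muscle genes, 5 fell in OVA/PM against PBS/PBS and none rose, with a median log2 fold change of -0.53. The camera call of this list is lost with an estimated correlation (adjusted p = 0.335). None of the 18 passed against the arrays labelled OVA or those labelled PM when adjusted over all probe sets. When adjusted over the list alone, 13 fell against the arrays labelled PM and none against those labelled OVA. The list stood apart downward against those labelled PM and labelled OVA (adjusted p = 4.66e-05 and 7.4e-05 from camera). Neither call holds with an estimated correlation (adjusted p = 0.342 and 0.682). RNA of muscle carried into some lung samples is a candidate explanation of the falls. Deviations of the 18 muscle genes tested from their group means had a median pairwise correlation of 0.66, against at most 0.27 in 1000 random lists. The list's mean ran from 9.41 in OVA/PM replicate 1 to 12.07 in OVA/PBS replicate 3, with Ckm at 7.74 and 12.31 and Myh6 at 12.64 and 13.93. All 18 pass the filter in these lungs, so that the tissue itself may also express them. A lowering by the combined exposure cannot be told apart from carried RNA by the list mean, since 1 of the 3 OVA/PM arrays lay above the lowest of the other 9. For Acta1, Ckm, Mb, Myl1 and Tnnt3 all 3 OVA/PM arrays lay under all the others (Acta1 at most 11.93 against at least 12.58). For the other genes of the list, Myh6 and Nppa among them, they did not. This division was seen afterwards, and whether it separates the explanations was not tested. Adipose genes leaned lower in the OVA/PM arrays too. Against the arrays labelled OVA their median was -0.89 (none of 10 passed, adjusted p = 2.13e-05 from camera, adjusted p = 0.514 with an estimated correlation). Against those labelled PM the median of these genes was -1.15 (6 of 10 fell, adjusted p = 1.61e-05 from camera, adjusted p = 0.189 with an estimated correlation). Their means were 8.15 to 8.40 in OVA/PM and 8.23 to 9.95 in the other arrays, and no explanation was tested for them.

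Probe sets lower than PBS/PBS in the arrays labelled OVA were mostly lower in those labelled PM too, and chance values of the shared PBS/PBS arrays could give such a pattern. Of those lower in the arrays labelled OVA, 90.3% were also lower in OVA/PM against the arrays labelled PM, which shares none of these arrays, and that argues against chance as the whole cause on the OVA side. On the PM side 96.5% were lower. With simulated groups without change, the share moving the same way was at most 90.2% and on average 86.9%. Those shares take raised and lowered probe sets together, so they are no measure for the lowered ones alone. There the shared arrays and an effect of the exposure cannot be told apart, because every comparison of the arrays labelled PM reuses one group or the other.

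Other splits of the same arrays gave at most 3 probe sets where the real split gave 16 for PM, 0 beside 4326 for OVA, 0 beside 4899 for OVA/PM and 0 beside 2894 for OVA/PM against PM. For genes at the thresholds they gave 0 beside 3, 720 and 276 for PM, OVA and OVA/PM. For the lists they gave at most 21 beside 15 for PM, where 3 splits were as large, 22 beside 29 for OVA, 26 beside 31 for OVA/PM and 23 beside 14 for OVA/PM against OVA, where 6 were as large. The 10 splits are too few for a share under 0.05. For the 7 synergistic probe sets and for the 3 genes in both lists, only the real one (1 of 100 relabelings) gave a count as large and the highest other was 0. That excludes a chance assignment of all labels at once, and since the groups differ in many other probe sets it does not test synergy or sharing by themselves. The synergistic probe sets were 0 without a filter and 0 without OVA/PM replicate 3.

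Groups without overlap were found in 3108 of 22246 probe sets for PM, 10455 of 22498 for OVA and 10029 of 22538 for OVA/PM, where chance gives 10%. The first principal component held 50.5% of the variance and the second 19.1%. Against the arrays labelled OVA, the 1 probe set lower in OVA/PM was that of Teddm3, at least 2.69-fold lower (adjusted p = 0.0123 from limma) and named after its value was seen. Its levels ran from 1.99 to 7.78 within PBS/PBS and from 2.02 to 7.56 within the arrays labelled PM. The difference between 3' and 5' probe sets of actin (log2) was 0.41 to 0.50 in PBS/PBS, 0.43 to 0.57 in the arrays labelled OVA, 0.48 to 0.90 in those labelled PM and 0.61 to 0.81 in OVA/PM, which runs partly with the groups, and its effect on other genes was not tested.

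Several lists are not described at a claim. Endothelial genes fell in 15 of 21 cases in the arrays labelled OVA (19 when adjusted over the list alone; median -0.57, adjusted p = 1.76e-08 from camera) and in 17 of 21 in OVA/PM (median -0.61, adjusted p = 3.33e-10). Type I pneumocyte genes fell in 9 and 12 of 16 (medians -0.51 and -0.55, adjusted p = 1.84e-07 and 1.56e-07). In OVA/PM, lists of DNA replication (median 1.09, 23 of 26 rose), phagocytosis (1.70, 16 of 24 rose and 1 fell), lysosome and proteases (0.94, 18 of 25), MHC class II (1.06, 7 of 11), dendritic cells (1.56, 7 of 12), thymocytes (0.79, 5 of 10 rose and 1 fell), ciliated cells (0.56, 7 of 16 rose and 1 fell) and alveolar macrophages (0.39, 5 of 15 rose and 2 fell) stood apart upward, with an adjusted p of at most 0.0203 from camera. Lists of xenobiotic response (-0.76, 9 of 14 fell and 1 rose), fibroblasts and smooth muscle (-0.40, 8 of 20 fell), mast cells (-0.80, 3 of 7 fell and 1 rose), adipose tissue (-0.85, 4 of 10 fell) and muscle (-0.53, 5 of 18 fell) stood apart downward, with an adjusted p of at most 0.0184. Type II pneumocytes, club cells, red blood cells, Th1 cytokines, immediate early genes, the circadian clock, ribosomal proteins, mitochondrial respiration and nuclear RNA did not stand apart in OVA/PM against PBS/PBS (lowest adjusted p = 0.0761). Some of them did in other comparisons: in the arrays labelled OVA ribosomal proteins (median 0.13, adjusted p = 0.00746) and mitochondrial respiration (0.21, adjusted p = 0.00182) upward and nuclear RNA downward (-0.55, 6 of 8 fell and 1 rose, adjusted p = 0.0317), in those labelled PM nuclear RNA (-0.13, adjusted p = 0.0164), and in OVA/PM against the arrays labelled OVA mitochondrial respiration (-0.25, adjusted p = 4.77e-09) and club cells (-0.16, adjusted p = 0.0371) downward and red blood cells (0.38, adjusted p = 0.0273) and immediate early genes (0.18, adjusted p = 0.0249) upward, all from camera. None of these calls holds with an estimated correlation, where the lowest adjusted p for lists other than goblet cells is 0.104 in OVA/PM. The lists of eosinophil and platelet genes kept too few genes to test. Over all 41 lists, camera called 15 for PM (8 up and 7 down), 29 for OVA (24 and 5), 31 for OVA/PM (24 and 7), 14 for OVA/PM against OVA (7 and 7) and 27 against PM (21 and 6). With an estimated correlation none of the 27 holds (lowest adjusted p = 0.189 from camera).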
